# Coordination between cell proliferation and apoptosis after DNA damage in *Drosophila*

**DOI:** 10.1038/s41418-021-00898-6

**Published:** 2021-11-25

**Authors:** Mireya Ruiz-Losada, Raul González, Ana Peropadre, Alejandro Gil-Gálvez, Juan J. Tena, Antonio Baonza, Carlos Estella

**Keywords:** Cell biology, Development, Gene regulation, Molecular biology

## Abstract

Exposure to genotoxic stress promotes cell cycle arrest and DNA repair or apoptosis. These “life” or “death” cell fate decisions often rely on the activity of the tumor suppressor gene *p53*. Therefore, the precise regulation of p53 is essential to maintain tissue homeostasis and to prevent cancer development. However, how cell cycle progression has an impact on p53 cell fate decision-making is mostly unknown. In this work, we demonstrate that *Drosophila* p53 proapoptotic activity can be impacted by the G2/M kinase Cdk1. We find that cell cycle arrested or endocycle-induced cells are refractory to ionizing radiation-induced apoptosis. We show that p53 binding to the regulatory elements of the proapoptotic genes and its ability to activate their expression is compromised in experimentally arrested cells. Our results indicate that p53 genetically and physically interacts with Cdk1 and that p53 proapoptotic role is regulated by the cell cycle status of the cell. We propose a model in which cell cycle progression and p53 proapoptotic activity are molecularly connected to coordinate the appropriate response after DNA damage.

## Introduction

The ability of a cell to sense and to respond to DNA damage is essential to maintain its genetic material and tissue homeostasis. The DNA damage response (DDR) pathway has evolved in eukaryotes to preserve genomic integrity through a set of cellular responses that include cell cycle control, DNA repair, and apoptosis [1]. Cell cycle regulation is an important response, as it allows the DNA repair mechanisms to prevent the incorrect transmission of genetic material, and therefore cancer susceptibility [2]. Alternatively, if too much damage has been sustained, activation of cell death processes must occur to get rid of defective cells [3]. Although the molecular mechanisms that control these cellular responses after DNA damage have been extensively studied separately, much less is known about how these processes are coordinated to maintain tissue homeostasis. Moreover, how the progression of the cell cycle has an impact in the ability of cells to activate the apoptotic response is mostly unexplored.

DNA lesions, such as double strand breaks (DSBs), are recognized by the MRE11–RAD50–NBS1 (MRN) protein complex that recruits and activates the ataxia-telangiectasia mutated (ATM) and ATM- and Rad3-related (ATR) kinases [4]. Activated ATM and ATR phosphorylate a number of substrates, such as the histone H2AX (H2Av in *Drosophila*) and the downstream kinases Chk1 and Chk2, which are responsible for the cell cycle checkpoint and apoptotic induction [5–7].

Central in the DDR pathway is the tumor suppressor transcriptional protein p53, which can promote cell cycle arrest, DNA damage repair, apoptosis, and senescence [8]. Mammalian p53 is activated by ATM and Chk2, and in turn p53 activates the expression of numerous target genes including the cell cycle regulator p21, the DNA repair protein Rad51, or the proapoptotic genes *puma* and *noxa* [9–13]. The cellular context, timing, and extent of the activation of the DDR pathway are responsible for the fate of the cell [14]. In this sense, p53 activation and function requires a complex repertory of posttranslational modifications and protein interactions [15, 16]. However, how p53 orchestrates these cell survival and cell death responses is largely unknown.

*Drosophila* has been widely used to study the DDR, as orthologs for many of the pathway components have conserved roles [17, 18]. DSBs generated by ionizing radiation (IR) activate the ATM/ATR kinases and induce the phosphorylation of the H2Av, the cell cycle arrest through the ATR/Mei-41 and Chk1/Grapes axis, and the apoptotic response mediated by the ATM/Tefu and Chk2/Mnk branch [19–22]. As in mammals, *Drosophila* p53 is activated by Chk2 and triggers the activation of the proapoptotic genes *reaper* (*rpr*), *head involution defect* (*hid*), and *grim*. However, in *Drosophila*, p53 is dispensable for IR-induced cell cycle checkpoint [19, 23–26]. While p53 is required for the rapid IR-induced apoptosis, a p53-independent cell death that depends on c-Jun N-terminal kinase pathway activation and E2f1 helps maintain genome integrity [27–30].

In mammals and *Drosophila*, IR-induced apoptosis depends on the cell context and proliferation status of the cell [31–37]. Most IR-resistant tissues are differentiated and non-proliferative cells. Therefore, identifying the molecular determinants that regulate apoptotic induction and its connection with the cell cycle machinery is essential to understand how cells coordinate the different responses after DNA damage [38–40].

Here, we use the *Drosophila* wing imaginal disc as a model to study how cell cycle progression impact in the ability of cells to undergo DNA damage-induced apoptosis. We demonstrate that cell cycle arrested and endocycle-induced cells are insensitive to IR-induced apoptosis. We found that p53 proapoptotic activity is compromised in cell cycle arrested cells. Consistent with this, we show that p53 ability to bind to the regulatory regions of the *rpr* and *hid* genes is reduced in experimentally arrested cells. Moreover, we found that p53 and the G2/M promoting factor Cdk1 physically interact and that modification of Cdk1 activity influences p53 regulation of IR-induced apoptosis. We propose a model in which cell cycle progression and p53 activity are molecularly connected to coordinate the proapoptotic induction after DNA damage.

## Results

### Temporal dynamics of cell proliferation and apoptosis after DNA damage

To study the dynamics of cell cycle progression and apoptosis after IR, we used the highly proliferative mono-layered epithelium of the *Drosophila* wing imaginal disc (Fig. 1A). Exposure of wing imaginal cells to IR induces a rapid cell cycle arrest and the activation of the apoptotic program [19, 22, 41, 42]. To monitor cell cycle dynamics, we used the Fly-FUCCI system, fluorescence-activated cell sorting (FACS) to measure DNA content and phospho-histone H3 (pH3) staining to visualize mitosis. The Fly-FUCCI system is based on fluorochrome-tagged degrons from the cyclin B and E2F1 proteins that are degraded during mitosis and G1 or at the onset of the S phase, respectively [43] (Fig. 1B). Apoptotic cells were labeled with the effector caspase reporter DBS (for Drice-based sensor) [44]. As early as 1 h after IR, there was a strong reduction in the number of mitotic cells, although no significant changes in the fraction of cells in G1 and G2 were observed (Fig. 1A–D). Three hours after IR, cells accumulated in G2 and a dramatic increase of apoptotic cells was detected. At 6 h after IR, the G2/M mitotic arrest was already lifted as visualized by the recovery of pH3-positive cells and a high number of apoptotic cells were labeled (Fig. 1A–D). Interestingly, most of the apoptotic cells were pH3 negative.

**Fig. 1:**
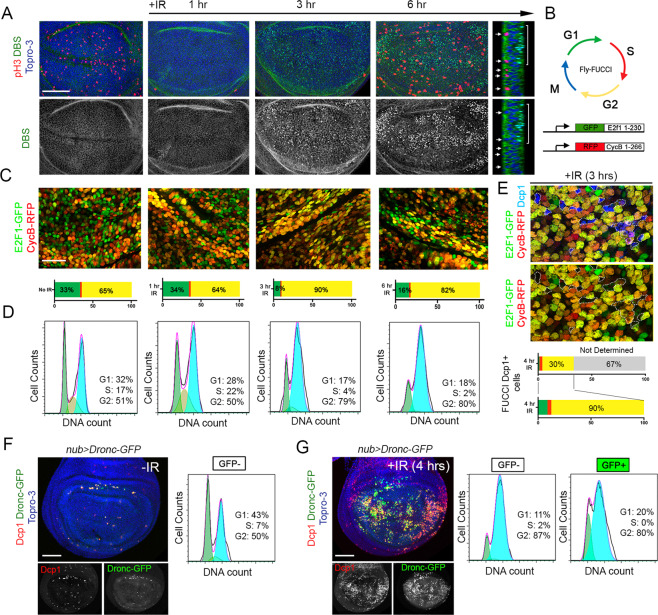
Temporal dynamics of cell cycle progression and apoptosis after IR. **A** Third instar wing imaginal discs expressing the Drice-based sensor to follow apoptotic cells (DBS, in green) and stained with the mitotic marker pH3 (red) and Topro-3 (blue) to mark the nuclei. A representative example of non-irradiated and irradiated discs dissected 1, 3, and 6 h after treatment is shown. A Z section of a wing imaginal disc dissected 6 h after IR is also show. Note that mitotic cells (red and arrows) are in a different plane and do not activate the DBS sensor (bracket). Scale bar: 50 μm. **B** Representation of the different phases of the cell cycle labeled with the Fly-FUCCI reporters (UAS*-GFP-E2F11-230* and UAS*-mRFP1-NLS-CycB1-266*) and pH3 staining (blue). Cells are labeled in green (GFP+) in the G1 phase, in red (RFP+) during the S phase, in yellow (GFP+RFP+) in the G2 phase, and in blue in mitosis. **C** Third instar wing imaginal discs from the same treatment as in **A**, expressing the Fly-FUCCI transgenes under the *ap-Gal4* driver. The quantification of the number of cells that are GFP+, RFP+, and yellow (GFP+RFP+) for each condition is indicated below each image. Scale bar: 10 μm. **D** Bottom panels show cell cycle analysis by quantification of DNA content of control and irradiated wing imaginal discs dissected 1, 3, and 6 h after treatment. **E** Wing imaginal disc cells dissected from a 3 h irradiated larvae expressing the Fly-FUCCI transgenes and stained with Dcp1 (blue). Dying cells are marked in blue and surrounded by a white dotted line. The quantification of the number of cells that are GFP+, RFP+, and yellow (GFP+RFP+) is indicated below. Apoptotic cells with very low or undetectable Fly-FUCCI reporters are considered as not determined and not quantified. Expression of an IR-induced Dronc-GFP variant with the *nubbin* (*nub*)-*Gal4* line in control (**F**) and 4 h irradiated discs (**G**). Dcp1 (red), GFP (green), and Topro-3 (blue). Note that the IR activation of Dronc leads to the appearance of GFP-positive cells in Dcp1 positive cells. Also shown is the flow cytometry analysis of DNA content in GFP-positive and GFP-negative cells in control (**F**) and irradiated discs (**G**) of the indicated genotypes. Only GFP-negative flow cytometry events were plotted in **F** as very few GFP-positive cells are present in non-irradiated discs. Scale bar: 50 μm.

We used the Fly-FUCCI system to visualize the phase of the cell cycle where irradiated cells die. Apoptotic cells, identified by the effector caspase Dcp1, show very low or undetectable levels of the FUCCI reporters making it difficult to determine their exact cell cycle phase. However, in those cases in which we were able to faithfully detect the reporters, most of Dcp1 positive cells (90%) were in G2 (Fig. 1E). FACS of apoptotic cells using an IR GFP inducible version of the initiator caspase Dronc [45] confirmed this result. Importantly, ~80% of Dronc-GFP-positive cells were accumulated in G2 at 4 h after IR (Fig. 1F, G).

These observations indicate that after IR, a fast but transient G2/M arrest is rapidly activated followed by apoptosis induction.

### Cell cycle arrest blocks DNA damage-induced apoptosis in wing imaginal discs

To explore the relationship between cell cycle progression and cell death, we used the UAS/Gal4 system to arrest cells in the *spalt* (*sal*) domain of the wing pouch at different phases of the cell cycle and study their effects on IR-induced apoptosis. To precisely stage the phase of the cycle in which the cells are accumulated, we used the Fly-FUCCI system, pH3 staining, and FACS. Based on these markers, the overexpression of the *p21* ortholog, *dacapo* (*dap*), the downregulation of CycE or E2F1, and the ectopic expression of an activated form of *Retinoblastoma* (*Rbf*^*280*^) arrested cells in G1 (Fig. 2A, B and Fig. S1). A G2 and G2/M stalling was achieved by the knockdown of the Cdc25 phosphatase String (Stg) and the downregulation of the M phase promoting factor Cdc2/Cdk1, respectively (Fig. 2A, B). In addition, the overexpression of fizzy-related (Fzr/Cdh1) or the downregulation of CycA induces the transition from a mitotic cycle to an endocycle (Fig. 2A, B and Fig. S1). The endocycle is a modified cell cycle that alternates G and S phases without entering mitosis through the downregulation of Cdk1 activity [46]. All these cell cycle modifications are consistent with previous reports [47–53]. Some of these cell cycle alterations produce a moderate increase of apoptotic cells in non-irradiated discs (Fig. S2). Remarkably, IR-induced apoptosis is strongly attenuated in cell cycle arrested and endocycle-induced cells in the *sal* domain at 4 and 24 h after treatment (Fig. 2C, E and Fig. S2). These results were confirmed by the TUNEL assay, which measures DNA fragmentation caused by cell death (Fig. S2). This apoptotic induction depends on the activity of the proapoptotic genes, as the expression of a UAS transgene that simultaneously inhibit the *rpr*, *hid*, and *grim* genes (UAS*-miRHG*) abolished cell death (Fig. 2D).

**Fig. 2:**
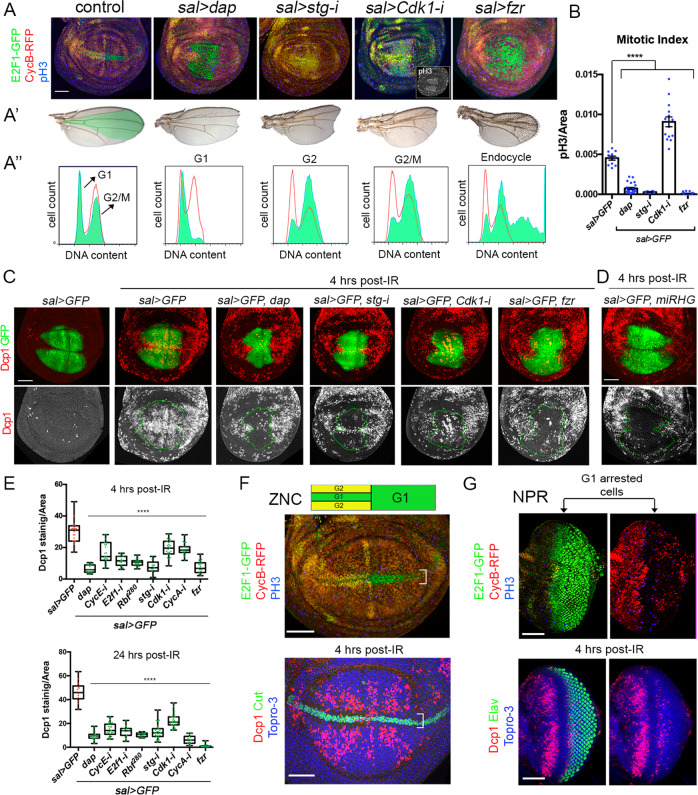
Cell cycle arrested and endocycle-induced cells attenuate IR-induced apoptosis. **A** Cell cycle perturbations by the expression of *dap*, *stg-RNAi (stg-i)*, *Cdk1-RNAi* (*Cdk1-i*), and *fzr* with the *sal-Gal4* (*sal*>) driver. The Fly-FUCCI system (*ubi-GFP-E2F11-230* and *ubi-mRFP1-NLS-CycB1-266*) and pH3 staining (blue) were used to visualize the cell cycle. The inset of the *sal*>*Cdk1-i* panel also shows the separate channel for the pH3 staining (white). The adult wing phenotypes of these experiments are shown in A’ where the *sal* domain is colored in green in the control. Cell cycle profiles of dissociated wing imaginal discs expressing the indicated cell cycle regulators and GFP in the *sal* domain is shown in A”. Red profiles correspond to control GFP-negative cells and green profiles belong to GFP-positive cells in control and cell cycle perturbed cells. **B** Mitotic index measured as the number of pH3-positive cells per area in the *sal* domain of control (*sal*>*GFP*) and in cell cycle arrested cells and endocycle-induced cells. *n* > 11 discs per genotype. Error bars indicate standard error of the mean (SEM). ****P value < 0.0001 by one-way ANOVA when compared the mean of each column with the mean of the control. **C**, **D** GFP (green) and Dcp1 staining (red and white) in wing imaginal discs expressing the indicated transgenes by the *sal-Gal4* driver in control discs and irradiated discs analyzed 4 h later. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. **E** Quantification of Dcp1 staining in the *sal* domain in wing imaginal discs expressing the indicated transgenes by the *sal-Gal4* in irradiated discs analyzed 4 and 24 h after treatment. Error bars indicate the minimum and maximum point for each genotype. Individual wing discs measurements are shown. *n* > 15 discs per genotype. ****P value < 0.0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal*>*GFP*). **F** Scheme of the zone of nonproliferating cells (ZNC) of the wing imaginal disc and a wing carrying the Fly-FUCCI transgenes and stained with pH3 (blue) to label cells in G1 (green), G2 (yellow), S (red), and M (blue) phases. Below, a third instar wing imaginal disc from irradiated larvae dissected 4 h later. Dcp1 is in red, Cut in green, and Topro-3 in blue. The brackets indicate the ZNC were cells are arrested in G1 and G2. **G** Nonproliferating region (NPR) of the eye-antenna imaginal disc stained with Fly-FUCCI and pH3. Cells in G1 (green), S (red), G2 (yellow), and M (blue) phases are labeled. Below, an eye-antenna imaginal disc from irradiated larvae dissected 4 h later. Dcp1 is in red, Elav in green, and Topro-3 in blue. Note the absence of Dcp1 staining in the NPR (arrows) where cells are arrested in G1. Scale bar: 50 μm. See also Figs. S1 and S2.

Next, we analyzed the apoptotic response to IR in developmentally arrested cells. We focus on the zone of nonproliferating cells that coincides with the wing margin of the disc and in a specific region of the eye disc, known as the non-proliferative region, where cells are arrested in G1 [54, 55] (Fig. 2F, G). Our results confirm previous reports that showed that IR-induced apoptosis is strongly suppressed in any of these developmentally arrested regions [31, 56] (Fig. 2F, G).

These results demonstrated that the apoptotic response after IR is compromised in both experimentally induced and developing cell cycle arrested cells.

### Analysis of the DDR pathway in cell cycle arrested and endocycle-induced cells after IR

To analyze whether the attenuation of IR-induced apoptosis in cell cycle arrested cells is caused by a defect in the activation of the DDR pathway, we study ATM/ATR activity through pH2Av staining. We used the *hedgehog (hh)* driver in combination with the *tub-Gal80*^*ts*^ (*hh*^*Gal80*^>) to spatially and temporally express *dap, stg-i*, *Cdk1-i*, and *fzr* in the posterior compartment. In control discs 4 h after IR, an elevated number of strong nuclear pH2Av foci are readily detected accompanied with an increase in the overall staining of wing cells (Fig. 3A). These strong pH2Av foci are always associated with apoptotic cells in control and irradiated discs (Fig. S3) [57]. Consequently, the number of pH2Av foci in irradiated discs was reduced when the apoptotic pathway is compromised by the expression of the UAS*-miRHG* or by the knockdown of p53 as previously reported [57] (Fig. 3A, B). In irradiated cell cycle arrested or endocycle-induced cells, the number of pH2Av foci was also dramatically decreased (Fig. 3A, B). Notably, the background levels of pH2Av staining were also slightly reduced in irradiated cell cycle arrested cells, especially for the *dap* or *stg-i* expressing discs, when compared to the corresponding anterior control cells (Fig. 3A).

**Fig. 3:**
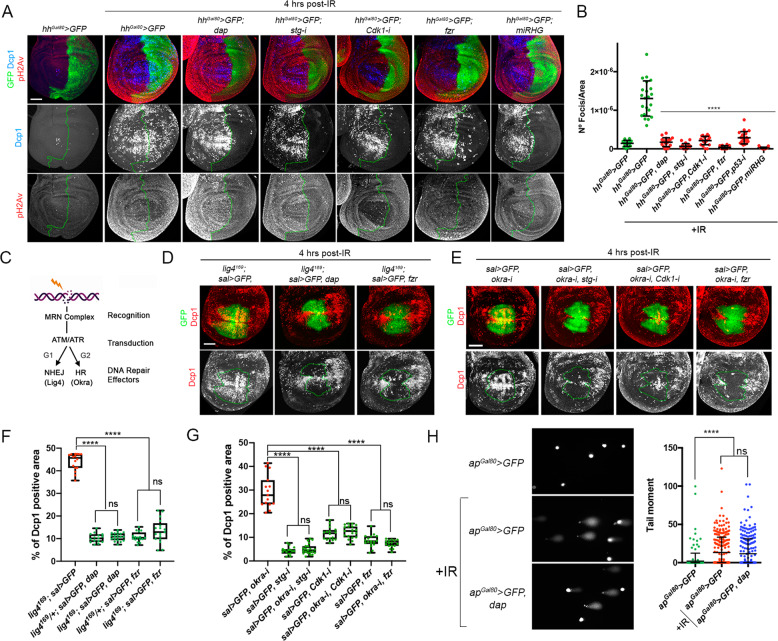
DDR pathway analysis in cell cycle arrested and endocycle-induced cells of irradiated wing imaginal discs. **A** Wing imaginal discs expressing the indicated transgenes by the *hh-Gal4, tub-Gal80*^*ts*^ (*hh*^*Gal80*^>) subjected to IR and analyzed 4 h after treatment. Imaginal discs are stained with pH2Av (red and white), Dcp1 (blue and white) and GFP (green). The antero-posterior compartment boundary is marked by a green dotted line. Wing discs were dissected from larvae raised at 31 °C for 24 h. Scale bar: 50 μm. **B** Scatter plots showing the number of pH2Av foci per area from control (non-irradiated) and irradiated imaginal discs expressing the different transgenes as in **A**. The average, standard deviation (SD) and individual measurements are shown. *n* > 14 discs per genotype. ****P value < 0.0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal*>*GFP* IR). **C** Simplified representation of the DDR pathway and the DNA repair mechanisms activated by DSB. The MRN complex recognizes DNA lesions and their repair is mediated by ATM/ATR through an error-prone non-homologous end-joining (NHEJ) and an error-free homologous recombination (HR). NHEJ is executed by Lig4 and preferentially operates in G1, while HR takes place in S and G2 where the sister chromatid is used as a template by DNA repair proteins such as Rad54/Okra [18, 85, 86]. **D** Wing imaginal discs analyzed 4 h after IR treatment expressing the indicated transgenes by the *sal-Gal4* driver in a *lig4*^*169*^ mutant background. *dap* and *fzr* expression were selected as they arrested cells in G1 or induced the endocycle, respectively. GFP is green and Dcp1 staining is red or white. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. Scale bar: 50 μm. **E** Wing imaginal discs analyzed 4 h after IR treatment expressing the indicated transgenes by the *sal-Gal4*. *stg-i* and *Cdk1-i* arrested cells in G2 and G2/M, respectively, while *fzr* induced the endocycle. GFP is green and Dcp1 staining is red or white. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. Scale bar: 50 μm. **F**, **G** Quantification of Dcp1 staining in the *sal* domain of wing imaginal discs of the corresponding genotypes shown in **D** and **E**. Error bars indicate the minimum and maximum point for each genotype. Individual wing discs measurements are shown. *n* > 15 discs per genotype. ****P value < 0.0001 by one-way ANOVA when compared the mean of each experiment with the mean of the corresponding control. ns not significant. Note that cell cycle arrested and endocycle-induced cells attenuate apoptosis in *lig4*^*169*^ mutants and Okra depleted cells to the same extent as their controls, *lig4*^*169*^*/+*, and animals without the *okra-i* line, respectively. **H** Representative images of individual wing disc cells expressing for 24 h *GFP* or *GFP* and *dap* under the *ap-Gal4, Gal80*^*ts*^ driver (*ap*^*Gal80*^>) in control and irradiated discs. Imaginal discs were subjected to the Comet assay 5 h later. The tail DNA moment quantification for wing cells of the indicated genotypes is shown. Each dot represents a single cell. >250 comets were analyzed for each genotype and condition. Statistically significant differences based on Student’s *t* test are indicated: ****P < 0.0001 and not significant (ns). See also Fig. S3.

The reduction of pH2Av staining after IR could suggest that DNA lesions are being repaired in cells that have been permanently arrested or shifted toward an endocycle, and thus explains the attenuation of the apoptotic pathway. To test this possibility, we also knocked down specific components of the DDR pathway and DNA repair machinery (Fig. 3C). Importantly, the ability to attenuate apoptosis after IR in these cell cycle altered cells is maintained even when the recognition of DSB or the DNA repair mechanisms were compromised (Fig. 3D–G and Fig. S3). Similar results were obtained in a *mei-41/ATR* mutant background or in a knockdown of Tefu/ATM activity (Fig. S3).

In addition, we measured IR-induced DNA lesions using the comet assay in control and cell cycle arrested cells. Comet’s DNA tail provides information about the extent of DNA lesions and is represented as the tail moment. After IR, DNA damage is observed at the same extent in control proliferating and cell cycle arrested imaginal discs (Fig. 3H).

In summary, these results strongly suggest that the inhibition of IR-induced apoptosis observed in cell cycle arrested and endocycle-induced cells is not due to the prolonged repair of DNA lesions.

### The proapoptotic activity of p53 is compromised in cell cycle arrested cells and endocycle-induced cells

In order to understand at what level of the apoptotic pathway the cell cycle regulates IR-induced cell death, we first follow the activation of the proapoptotic gene *hid* in irradiated wing imaginal discs. Four hours after IR, the levels of a Hid-GFP-tagged protein form are clearly increased compared to non-irradiated discs (Fig. 4A). However, Hid-GFP levels are strongly downregulated in cell cycle arrested or endocycle-induced cells of irradiated wing imaginal discs (Fig. 4A). We confirmed the transcriptional repression of the *hid* gene in these experimental conditions using a specific *hid cis*-regulatory module (CRM) that is strongly induced after IR [58, 59] (Fig. S4). These results suggest that the inhibition of apoptosis is upstream of the proapoptotic genes. To confirm this hypothesis, we ectopically expressed *hid* or *rpr* in the *sal* domain in control and cell cycle arrested cells. In control discs, the expression of any of these proapoptotic genes strongly induced the activation of Dcp1. Accordingly, the cell cycle arrest or the induction of the endocycle overall did not have a strong impact on the ability of *rpr* or *hid* to induce apoptosis, confirming our previous results that demonstrated that the blockage of apoptosis must be upstream of the proapoptotic genes (Fig. 4B and Fig. S4).

**Fig. 4:**
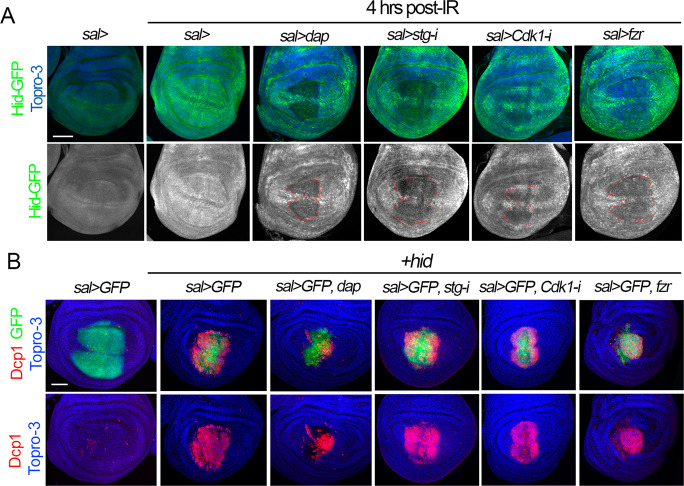
Analysis of Hid and Dcp1 activation in cell cycle arrested and endocycle-induced cells. **A** Third instar wing imaginal discs of the indicated genotypes that also express a GFP-tagged form of Hid protein (green and white). Note that after 4 h of IR, the levels of Hid-GFP increased significantly compared to a non-irradiated control. However, in cell cycle arrested and endocycle-induced cells in the *sal* domain, Hid levels are downregulated. Hid separate channel is shown below (white) and the *sal* domain is marked by red dotted lines. Topro-3 (blue) marks the nuclei. **B** Wing imaginal discs that express in the *sal* domain (green) the proapoptotic gene *hid* and the corresponding cell cycle alterations indicated in the genotypes above each panel. Dcp1 in red, GFP in green, and Topro-3 in blue. Note that although the ability of Hid to induce cell death is overall not altered in cell cycle arrested cells, we observed a reduction in Dcp1 activation in cells expressing *dap* when compared to the control. Scale bar is 50 μm. See also Fig. S4.

Initial IR-induced cell death requires p53 activity, which activates the expression of the proapoptotic genes *rpr* and *hid* [25, 59–61]. Therefore, we decided to study the connection between cell cycle progression and p53 regulation of IR-induced apoptosis. *Drosophila* has a single *p53* family member that encodes for four isoforms. p53-A, also known as ΔNp53, is the most abundant isoform in imaginal discs and the one responsible for the IR-induced apoptosis [39, 62, 63]. First, we analyzed p53 protein levels in cells of the wing imaginal disc that have been arrested or shifted to an endocycle. No significative changes in p53 protein levels or localization were observed in experimentally arrested cells both in non-irradiated and irradiated wing discs (Fig. 5A and Fig. S5). Next, we tested whether the block on cell proliferation could have an impact on the ability of p53 to activate the expression of *hid* and to induce apoptosis. Forced expression of *p53-A* in the wing imaginal disc strongly activated *hid* expression and induced apoptosis (Fig. 5C, E). However, the overexpression of *p53-A* in cells that are simultaneously arrested or shifted toward an endocycle has a dramatically reduced ability to activate the apoptotic program (Fig. 5C–G). In these experiments, p53-A protein levels are comparable between control cycling cells and arrested cells (Fig. 5F).

**Fig. 5:**
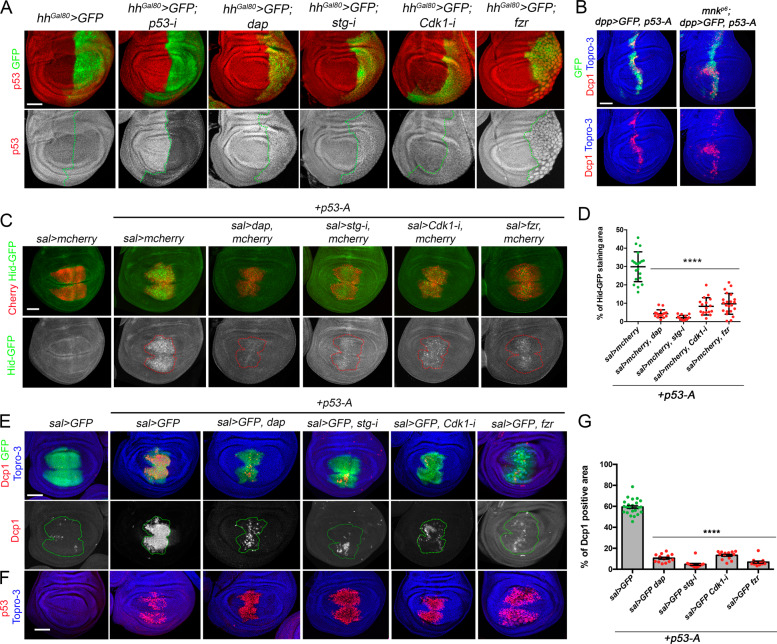
Analysis of p53 protein levels and activity in cell cycle arrested and endocycle-induced cells. **A** Third instar wing imaginal discs expressing the indicated transgene in the posterior compartment by the *hh-Gal4, tub-Gal80*^*ts*^ (*hh*^*Gal80*^>) driver and stained for p53 (red and white) and GFP (green). Separate channel for p53 is shown below each image. Note that the expression of the *p53-i* eliminates p53 staining. The gain in the p53 channel has been increased for visualization purposes. The antero-posterior compartment boundary is marked by a green dotted line. Wing discs were dissected from larvae raised at 31 °C for 24 h except for the *p53-i* that were raised all development. **B** Wing imaginal discs expressing *p53-A* under the *dpp-Gal4,* UAS*-GFP* (*dpp*>*GFP*) driver in a wild-type and *mnk*^*p6*^ mutant background stained for Dcp1 (red), GFP (green), and Topro-3 (blue). **C** Wing imaginal discs expressing the GFP-tagged form of Hid (green and white) and the indicated transgenes under the *sal-Gal4,* UAS*-mcherry* (red) driver. Separate channel for Hid-GFP is shown below each image. A dotted red line marks the *sal* domain. All the images were taken keeping the same confocal settings. **D** Scatter plots showing the quantification of Hid-GFP staining in the *sal* domain from disc expressing *p53-A* in control (*sal*>*mcherry*) and cell cycle arrested cells as indicated in **C**. The average, standard deviation (SD), and individual measurements are shown. *n* > 15 discs per genotype. ****P value < 0.0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal*>*mcherry, p53-A*). **E**, **F** Wing imaginal discs expressing the corresponding transgenes under the *sal*>*GFP* driver. Imaginal discs were stained for Dcp1 (red and white), GFP (green), Topro-3 (blue) in **E** and for p53 (red) and Topro-3 (blue) in **F**. Separate channel for Dcp1 is shown below each image. A dotted red line marks the *sal* domain. **G** Quantification of Dcp1 staining in the *sal* domain of wing imaginal discs from the genotypes presented in **E**. Error bars indicate SEM. *n* > 11 disc per genotype. ****P value < 0.0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal*>*GFP, p53-A*). Scale bar is 50 μm. See also Fig. S5.

The decrease in apoptotic activity of p53-A in cell cycle arrested and endocycling-induced cells is not due to defects on p53 activation by the ATM/Tefu and Chk2/Mnk axis as the overexpression of *p53-A* in an *mnk/Chk2* mutant background is able to induce apoptosis to the same extent as in a wild-type background (Fig. 5B).

Altogether, these results demonstrate that cell cycle progression regulates p53 proapoptotic activity.

### p53 proapoptotic response is controlled by the G2/M promoting factor Cdk1

Our data indicate that arresting cells at G1, G2, or the induction of the endocycle attenuate p53 proapoptotic response. In all these conditions the progression to mitosis is blocked, suggesting that p53-A proapoptotic activity could be regulated at the G2/M phase. Moreover, we have described that IR-induced apoptotic cells accumulated preferentially at the G2 phase. G2 to M transition requires the activation of Cdk1 by the phosphatase Stg that removes the inhibitory phosphates [64]. Therefore, we decided to test whether active Cdk1 could regulate p53-A proapoptotic function. We induced Cdk1 activity by the expression of *stg* in the posterior compartment and measured IR-induced apoptosis. In control discs without IR, the temporal expression of *stg* for 24 h in the posterior compartment had almost no effect on apoptosis (Fig. 6A). Remarkably, in wing discs from the same genotype dissected 3 h after IR, the expression of *stg* significantly increased the number of apoptotic cells when compared to an irradiated control disc (Fig. 6B, C). Importantly, the increase of apoptosis induced by *stg* overexpression in irradiated discs is dependent on p53 activity (Fig. 6D).

**Fig. 6:**
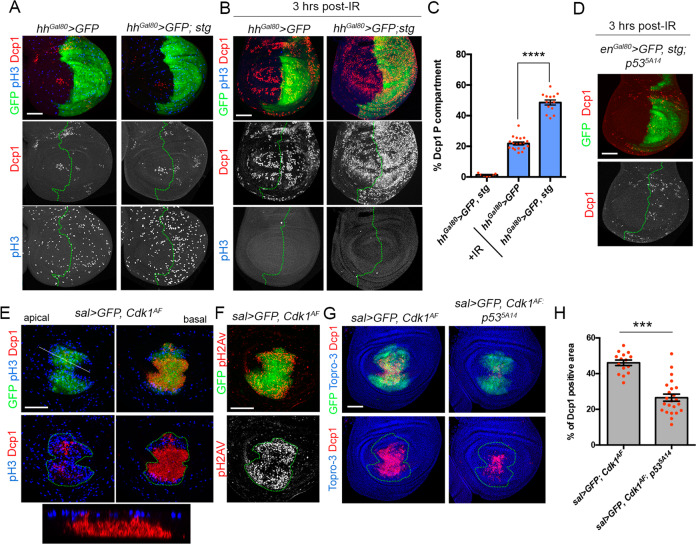
The G2/M promoting factor Cdk1 regulates p53-apoptotic response after IR. **A** Third instar wing imaginal discs expressing the corresponding transgene for 24 h under the *hh-Gal4, tub-Gal80*^*ts*^ (*hh*^*Gal80*^>) and stained for Dcp1 (red), pH3 (blue), and GFP (green). Separate channels for Dcp1 and pH3 are shown. The antero-posterior compartment boundary is marked by a green dotted line. **B** Third instar wing imaginal discs expressing the indicated transgenes for 24 h as in **A**, subjected to IR and dissected 3 h after treatment. Discs were stained for Dcp1 (red), pH3 (blue), and GFP (green). Separate channels for Dcp1 and pH3 are shown. The antero-posterior compartment boundary is marked by a green dotted line. **C** Quantification of Dcp1 staining in the *hh* domain (posterior compartment) of wing imaginal discs from the genotypes and treatments described in **A** and **B**. Error bars indicate SEM. *n* > 14 disc per genotype except for *hh*^*Gal80*^>*GFP, stg* where *n* = 7. Statistically significant differences based on Student’s *t* test are indicated: ****P < 0.0001. **D** Wing imaginal discs expressing *stg* under the *en-Gal4, tub-Gal80*^*ts*^ (*en*^*Gal80*^>) for 24 h in a *p53*^*5A14*^ mutant background. Third instar larvae were subjected to IR and dissected 3 h later. Wing discs were stained for Dcp1 (red and white) and GFP (green). Separate channels for Dcp1 are shown. The antero-posterior compartment boundary is marked by a green dotted line. Expression of the noninhibitable version of Cdk1 (*Cdk1*^*AF*^) in the *sal* domain of third instar wing discs stained for pH3 (blue), Dcp1 (red), and GFP (green) in **E** and for pH2Av (red and white) in **F**. An apical, basal, and Z section are shown in **E**. The *sal* domain is marked by a green dotted line in **E** and **F**. Separate channel for pH2AV staining is shown in **F**. **G** Third instar wing imaginal discs expressing the *Cdk1*^*AF*^ transgene under the *sal*>*GFP* driver in a control and a *p53*^*5A14*^ mutant background. Imaginal discs were stained for Dcp1 (red), Topro-3 (blue), and GFP (green). The *sal* domain is marked by a green dotted line. **H** Dcp1 staining quantification in the *sal* domain of wing imaginal discs from the genotypes indicated and described in **G**. Error bars indicate SEM. *n* > 15 disc per genotype. Statistically significant differences based on Student’s *t* test are indicated: ***P < 0.001. Scale bar is 50 μm.

The expression of an active non-inhibitable version of Cdk1 (called Cdk1^AF^) force cells to enter mitosis and to bypass the G2/M checkpoint [65]. In addition, *Cdk1*^*AF*^ expression induced a strong apoptotic response, detected mostly in pH3 negative cells, that is associated with an increase of ATM/ATR activity visualized by pH2Av staining (Fig. 6E, F). This ectopic apoptotic induction is partially dependent on p53 activity, as Dcp1 staining was significantly reduced in the *p53*^*5A14*^ mutant background of *sal*>*Cdk1*^*AF*^ discs (Fig. 6G, H). These and previous results support the role of Cdk1 as a regulator of p53 proapoptotic activity in G2/M.

### Cdk1 regulates p53 binding to the proapoptotic genes

To explore how the cell cycle, and specifically Cdk1, could regulate p53 proapoptotic activity we performed a chromatin immunoprecipitation (ChIP) assay to study p53-A binding to the regulatory regions of the proapoptotic genes in Cdk1 knockdown cells. We used negative control imaginal discs (*sal*>*GFP*) and discs that overexpressed, under the *sal* driver, a Myc-tagged *p53-A* version in proliferating (*sal*>*GFP, p53-A, miRHG*) and *Cdk1-RNAi* cells (*sal*>*GFP, p53-A-Myc, Cdk1-i*) (Fig. 7A). We expressed the *miRHG* along with *p53-A* in the positive control proliferating discs to reduce the number of apoptotic cells that could interfere with the ChIP assay. Strong chromatin enrichment was observed at the p53 responding elements (p53^REs^) of the *rpr* and *hid* genes when *p53-A* was overexpressed in proliferating cells. However, this enrichment was strongly reduced in Cdk1 downregulated cells (Fig. 7A). Consistently with the ChIP assay, p53-A ability to induce the activity of two different *hid* CRMs is compromised in Cdk1 knockdown cells (Fig. 7B, C and Fig. S6) [59, 66]. Similar defects in p53-A binding and *hid* CRMs activation were observed for G1 arrested cells or endocycle-induced cells by the expression of *dap* and *fzr*, respectively (Fig. S6).

**Fig. 7:**
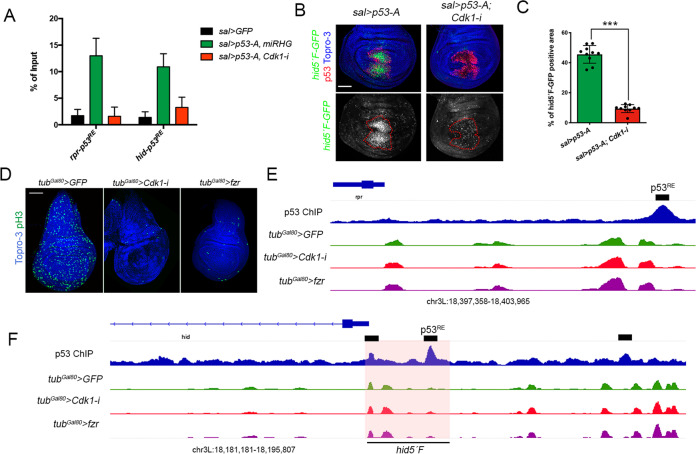
p53-A binding at the p53^RE^ of the proapoptotic genes *hid* and *rpr* and chromatin accessibility in cell cycle arrested cells. **A** Analysis of p53-A binding by chromatin immunoprecipitation experiments with anti-Myc at the p53^RE^ of the *hid* and *rpr* genes from wing imaginal discs of the following genotypes: *-sal*>*GFP*. -*sal*>*GFP*, *p53-A (Myc)*, *miRHG*. -*sal*>*GFP*, *p53-A (Myc)*, and *Cdk1-i*. Enrichment values were normalized to a “mock” sample (IgG). Error bars represent SEM of three independent experimental replicates. **B** Wing imaginal discs expressing *p53-A* or *p53-A* and *Cdk1-i* under the sal> driver. *hid 5´F-GFP* activity is in green, p53 in red, and Topro-3 in blue. Separate channel for the *hid 5´F-GFP* is presented below each image with the *sal* domain marked with a red dotted line. All the images were taken keeping the same confocal settings. **C** Quantification of *hid 5´F-GFP* staining in the *sal* domain of wing imaginal discs from the genotypes presented in **B**. Error bars indicate SEM. *n* > 10 disc per genotype. Statistically significant differences based on Student’s *t* test are indicated: ***P < 0.001. **D** Third instar imaginal discs of the genotype *tub-Gal4, tub-Gal80*^*ts*^ (*tub*^*Gal80*^>) expressing *GFP* (channel not shown), *Cdk1-i* or *fzr* for 48 h and stained for pH3 (green) and Topro-3 (blue). Note the strong reduction of mitotic cells (pH3) compared to the control (GFP). ATAC-seq genomic tracks at the *rpr* (**E**) and *hid* (**F**) locus of control proliferating wing disc cells (*tub*^*Gal80*^>*GFP*), cell cycle arrested wing cells (*tub*^*Gal80*^>*Cdk1-i*), and endocycle-induced wing cells (*tub*^*Gal80*^>*fzr*). The upper track shows the p53 genome-wide binding profile in *Drosophila* embryos as described in ref. [35]. Black bars indicate p53-binding peaks. The location of the described p53^REs^ and of the *hid 5´F-GFP* regulatory region is indicated. Scale bar is 50 μm. See also Fig. S6.

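The primers used for ChIP at the p53 REs were located in the dm6 reference, where each pair amplifies 1 place. The *rpr* amplicon is intergenic and spans 3L 18402438–18402537 (100 bp), 4003 bp upstream of the 5′ end of *rpr* (FBgn0011706, 3L 18397535–18398435, minus strand). Its reference sequence is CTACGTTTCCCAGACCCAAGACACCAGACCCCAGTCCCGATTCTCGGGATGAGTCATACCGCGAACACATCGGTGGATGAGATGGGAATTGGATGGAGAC. Each of the 6 ATAC-seq libraries has its own deposited list of peaks, in which the authors give every peak a fold enrichment over the local background. Libraries are named here by their sample labels, which exchange *Cdk1-i* and *fzr* against the names of the lists. In all 6 libraries the *rpr* amplicon lay within a peak. The fold enrichment of this peak was 7.63 and 9.41 in the control libraries, 10.1 and 10.2 in the libraries labelled *Cdk1-i*, and 10.4 and 8.59 in those labelled *fzr*. The *hid* amplicon is intergenic and spans 3L 18187595–18187697 (103 bp), 1954 bp upstream of the 5′ end of *hid* (FBgn0003997, 3L 18167745–18185641, minus strand). Its reference sequence is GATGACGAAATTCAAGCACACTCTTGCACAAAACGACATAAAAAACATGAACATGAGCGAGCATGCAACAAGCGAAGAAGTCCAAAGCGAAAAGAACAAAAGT. A peak overlapped it in control replicate 2 (18187568–18187996, fold enrichment 2.59) and in both libraries labelled *fzr* (18187552–18187713, 3.22, and 18187569–18187778, 1.93). By fold enrichment, these peaks stood at percentiles 30.7, 32.8 and 3.19 of their lists. Control replicate 1 and both libraries labelled *Cdk1-i* had no peak there. With the labels exchanged, the peaks are those of the *Cdk1-i* libraries and the *fzr* libraries have none. The peak in the first library labelled *fzr* is only 162 bp long, which is below the shortest length listed for either control library. Because the 2 control libraries differed from each other at this amplicon, its peaks do not separate the genotypes beyond the spread between replicates.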

It has been proposed that endocycling cells of the salivary glands and late stage embryos are refractory to IR-induced apoptosis by an epigenetic silencing of the proapoptotic genes [39, 40]. We reason that a similar mechanism could be employed in cell cycle arrested cells and decided to explore this possibility. 

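In ATAC-seq, the Tn5 transposase inserts sequencing adapters into accessible DNA, and regions with many insertions are called as peaks. The assay was performed on wing imaginal discs of 3 genotypes, with 2 libraries each: *tub* Gal80>*GFP* (control), *tub* Gal80>*Cdk1-i* and *tub* Gal80>*fzr*. Larvae were kept at 17 °C for 7 days, when Gal80 blocks the Gal4 driver, and at 31 °C for 48 h, when the transgenes are expressed. For each library the authors deposited the list of peaks that MACS2 called in that library alone, after alignment to dm6 and removal of blacklisted regions. Each peak carries its position, a fold enrichment over the local background, a −log10 p and a −log10 q. The fold enrichment is the authors' value and was used here only to describe or rank the peaks of its own list, as the percentile of the peak within that list. The lists of the control libraries hold 36715 and 35404 peaks, those of the libraries labelled *Cdk1-i* 36617 and 36100, and those of the libraries labelled *fzr* 33335 and 27119. Peaks cover between 12.3 and 16.0 Mb per library. The lists give no read counts, so the sequencing depth is unknown and no counting interval was computed. The lowest −log10 q of a list lies between 2.00 and 2.16. The shortest listed peak is 169 and 166 bp long in the control libraries, 161 and 160 bp in the libraries labelled *Cdk1-i*, and 143 and 197 bp in the libraries labelled *fzr*. A peak shorter than these lengths is therefore missing from the respective list whatever its signal. Peaks of the 6 lists that overlap by at least 1 bp were merged into 45902 intervals, of which 19441 hold a peak in all lists.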

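The targeted genes were examined first. *Cdk1* (FBgn0004106, 2L 10384739–10386262, minus strand) had a peak within 500 bp of its 5′ end in 5 of the 6 libraries. Its fold enrichment was 4.35 in control replicate 2, 3.21 and 2.99 in the libraries labelled *Cdk1-i*, and 4.19 and 4.50 in those labelled *fzr*, and control replicate 1 had no peak there. At the 5′ end of *fzr* (FBgn0262699, X 4667290–4679537, minus strand), all 6 libraries had a peak, with a fold enrichment of 8.89 and 3.98 in the controls, 4.82 and 4.30 in the libraries labelled *Cdk1-i*, and 5.06 and 3.78 in those labelled *fzr*. At *Cdk1* the libraries labelled *Cdk1-i* stood at percentiles 32.6 and 28.9 of their lists, below those labelled *fzr* at 52.3 and 74.2. At *fzr* these percentiles were 63.6 and 58.5 against 63.9 and 64.5. The control replicates lay further apart at both genes, at percentile 75.0 and no peak for *Cdk1* and at 93.0 and 70.1 for *fzr*. Accessibility at a gene's 5′ end does not measure its RNA, so these peaks do not settle which libraries carry which transgene. The labels of the *Cdk1-i* and *fzr* libraries are exchanged against the names under which their lists were deposited. Genotypes are given here by the labels, and with the names in their place every value for *Cdk1-i* becomes the value for *fzr* and the reverse. The labels were compared with 4 intervals between 34394 and 42164 on 3L that the paper's Table S1 lists with a score below -7 for *fzr* but not for *Cdk1-i*. Both libraries labelled *Cdk1-i* had a peak in 0 of the 4 intervals, both labelled *fzr* in 4, and both controls in 3. If a negative score means a lower signal than in the control, Table S1 goes with the names of the lists and against the labels.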

We used ATAC-seq to measure chromatin accessibility in experimentally cell cycle arrested and endocycle-induced cells of the wing imaginal disc. To this end, we knockdown Cdk1 levels or expressed *fzr* in all wing imaginal cells for 48 h before dissection. In these conditions, very few pH3-positive cells were observed compared to the control (Fig. 7D). Importantly, the chromatin accessibility profile at the *rpr* or *hid* locus was very similar in proliferating and Cdk1 knockdown or *fzr* expressing discs (Fig. 7E, F and Table S1). These results were confirmed when a sensor that reflects chromatin accessibility at the irradiation responsive enhancer region (IRER) locus was used [40, 67] (Fig. S6). 

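Within the genomic span drawn in Fig. 7E, 4 regions of the *rpr* locus had a peak in both control libraries. All 4 overlapped a peak in each library labelled *Cdk1-i* and each labelled *fzr*. Within the span of Fig. 7F, 7 regions of the *hid* locus had a peak in both controls. Both libraries labelled *Cdk1-i* and replicate 1 of those labelled *fzr* had a peak in 7 of 7, and replicate 2 labelled *fzr* in 6 of 7, which gives 92.9% ± 10.1 (SD, n = 2) for *fzr*. Under exchanged labels, this value belongs to *Cdk1-i*. The region without a peak lies in the intron of *hid* at 3L 18183251–18183582. Its mean percentile was 30.8 ± 0.236 (SD, n = 2) in the controls, 18.3 ± 0.513 (SD, n = 2) in the libraries labelled *Cdk1-i* and 1.67 ± 2.37 (SD, n = 2) in those labelled *fzr*, a library without a peak counting as 0. In replicate 1 labelled *fzr* the peak stood at percentile 3.34, and the change of -29.1 was the largest of any interval at both loci. Across all chromosomes, 91.6% ± 0.138 (SD, n = 2) of 29676 control regions had a peak in the libraries labelled *Cdk1-i* and 80.9% ± 6.32 (SD, n = 2) in those labelled *fzr*. These regions had a peak in both controls. Of the peaks of a single control library, 83.9% of replicate 1 were found in replicate 2 and 84.4% in reverse. Of the same peaks, 84.6% of replicate 1 and 83.0% of replicate 2 were found in the libraries labelled *Cdk1-i*, and 72.1% and 74.2% in those labelled *fzr*. With control replicate 1 left out, the control at the *hid* locus was the 10 peaks of replicate 2 alone. Of these, 80% were found in the libraries labelled *Cdk1-i* and 90% in those labelled *fzr*. Among those missing from *Cdk1-i* was the peak over the ChIP amplicon, which control replicate 1 lacked as well. With control replicate 2 left out instead, the shares of 8 peaks were 100% and 93.8%.

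**Figure D1:**
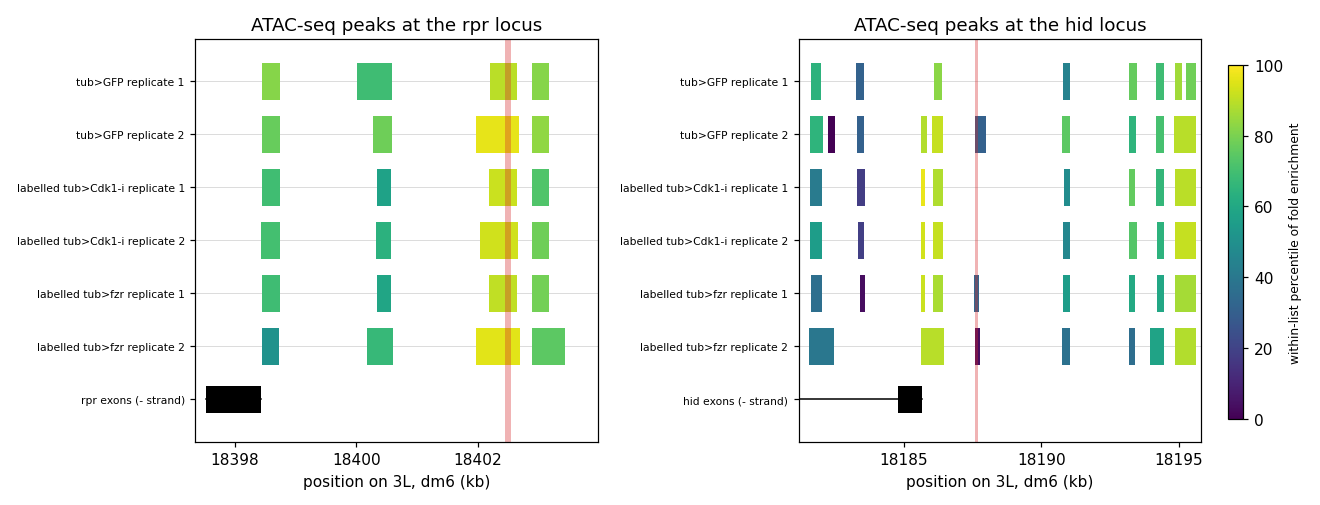
ATAC-seq peaks at the rpr and hid loci, 1 horizontal line per library, with the position on 3L in kb. Boxes are peaks coloured by the percentile of their fold enrichment within the library, from 0 to 100, the red line is the ChIP amplicon and black boxes are exons; the rpr amplicon lies in a peak of all 6 libraries and the hid amplicon in a peak of 3.

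Fold enrichments were compared by their percentiles at the 10 intervals of both loci with a peak in all 6 lists. The median absolute change against the control was 7.81 percentile points in the libraries labelled *Cdk1-i*, with 3 intervals higher and 7 lower, and 10.6 points in those labelled *fzr*, with 2 higher and 8 lower. Between the replicates of one genotype it was 5.86 points for the control, 2.38 for *Cdk1-i* and 4.57 for *fzr*, below the medians of 7.52, 4.08 and 8.58 points over all other intervals with a peak in every list. The values between replicates compare single libraries, while the changes against the control compare means of 2 libraries, which vary less. The 2 kinds of value are therefore not on the same scale. In 10000 random sets of 10 intervals from elsewhere, the median change against the control was 5.78 points for *Cdk1-i* and 7.46 for *fzr*, and the loci exceeded 74.2% and 79.1% of the sets. Ranking the peaks by −log10 p in place of fold enrichment moved these values most among the alternatives that keep all libraries, to 12.9% and 30.7%, and without control replicate 2 they were 32.5% and 23.4%. With random sets matched on the control percentile, an alternative chosen after the data were seen, they were 90.7% and 84.7%. The interval of the *hid* intron at 3L 18181552–18182510 changed most among these 10 in the libraries labelled *Cdk1-i*, from a mean percentile of 64.7 ± 0.657 (SD, n = 2) in the controls to 48.3 ± 10.1 (SD, n = 2), and reached 37.9 ± 2.27 (SD, n = 2) in those labelled *fzr*. At 3L 18185607–18186449, over the 5′ end of *hid*, it was 86.8 ± 6.08, 94.9 ± 2.36 and 90.6 ± 2.16 (SD, n = 2 each) in the control, *Cdk1-i* and *fzr* libraries by their labels. With 2 libraries against 2, a two-sided exact permutation test cannot give a p-value below 1 in 3, so no single interval was tested. None of the intervals of Table S1 lies within either span, and the nearest is 2.86 Mb away for *Cdk1-i* and 0.532 Mb for *fzr*. The paper had reasoned that arrested cells, like other refractory cells, could silence the proapoptotic genes epigenetically. From the profiles at *rpr* and *hid* and from Table S1 it states that accessibility was very similar in proliferating and arrested or endocycling discs. It also rests this on a sensor of accessibility at the IRER, whose activity it reports as unchanged in such cells. The sensor was not examined here.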

Consistently, no changes in IRER activity were observed in cell cycle arrested cells and endocycle-induced wing cells, suggesting that chromatin accessibility at this region is not affected by the cell cycle status of the cell.

Instead, our results suggest a direct effect of Cdk1 over p53 that would regulate its binding to the regulatory regions of the proapoptotic genes

### p53 physically interacts with Cdk1 through the transactivation domain (TAD)

To further understand the molecular connection between p53 and Cdk1, we tested whether these proteins physically interact and its functional relevance in regulating the apoptotic response. We used the bimolecular fluorescence complementation (BiFC) assay to evaluate the direct physical interaction between p53 and Cdk1 in wing imaginal cells [68, 69]. This method is based on the reconstitution of the Venus fluorescent protein when two non-fluorescent Venus fragments fused to the proteins of interest (in this case VC-Cdk1 and VN-p53-A) are brought together in the cell (Fig. 8A). The expression of each individual construct did not show any BiFC signal, however when VC-Cdk1 and VN-p53-A were coexpressed, a specific strong nuclear Venus signal could be detected (Fig. 8C, D and Fig. S7).

**Fig. 8:**
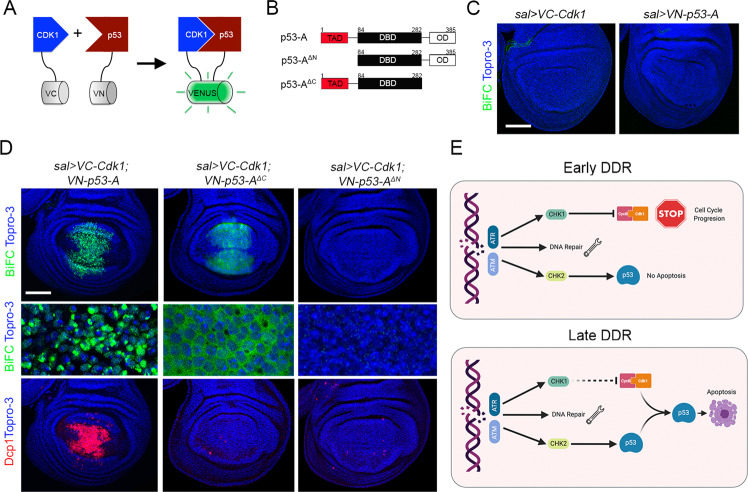
p53 physically interacts with Cdk1. **A** Cartoon illustrating the BiFC principle. No fluorescent N- and C-terminal fragments of the GFP variant Venus are fused to p53 (VN-p53) and Cdk1 (VC-Cdk1). When both proteins are co-expressed inside the cells juxtaposes the Venus fragments resulting in structural complementation and green fluorescence. This technique enables the direct visualization of protein interactions in living cells. **B** Scheme of the different p53-A protein versions generated for the BiFC analysis. Amino acid positions defining p53 domains are indicated: transactivation domain (TAD, in red), DNA-binding domain (DBD, in black), and oligomerization domain (OD, in white). **C** Third instar wing imaginal discs expressing only *VC-Cdk1* or *VN-p53-A* under the *sal-Gal4* driver did not show any BiFC signal (green). Topro-3 staining marks nuclei in blue. **D** BiFC analysis by the co-expression of *VN-p53-A, VN-p53-A*^*ΔC*^, and *VN-p53-A*^*ΔN*^ with *VC-Cdk1* under the *sal-Gal4* driver. Note that *p53-A-VN* and *VC-Cdk1* induced a strong nuclear BiFC signal (green) and the induction of apoptosis (Dcp1, red). The expression of the C-terminal deletion, *VN-p53-A*^*ΔC*^ with *VC-Cdk1* generates a cytoplasmic BiFC signal, but failed to induce cell death. In contrast, neither BiFC signal nor apoptosis was observed by the co-expression of *VC-Cdk1* with the N-terminal deletion of *p53-A* (*VN-p53-A*^*ΔN*^). A higher magnification of a region in the *sal* domain is presented. **E** Simplified representation of the DDR model. DNA damage triggers the key signal transducers ATR and ATM kinases that activate the downstream effectors Chk1 and Chk2. Chk1 stop cell cycle progression through the inactivation of Cdk1 and activates the DNA damage repair mechanisms. Chk2 induces the activation of p53, however, the proapoptotic activity of p53 is blocked in cell cycle arrested cells due to the presence of inactive Cdk1/CycB complexes. Some hours later, the G2/M blockage is progressively lifted and cells with unrepaired DNA are sent to apoptosis before entering mitosis through the activation of p53 by the ATM/Chk2 pathway and the presence of active Cdk1. Scale bar is 50 μm. See also Fig. S7.

Next, we investigated which p53 domain is responsible for its interaction with Cdk1. We created p53 N- and C-terminal deletions for the TAD and the oligomerization domain, respectively (Fig. 8B). While the C-terminal deletion (VN-p53-A^ΔC^) maintains its ability to interact with VC-Cdk1 as visualized by BiFC signal, this complex is mainly observed in the cytoplasm and it is unable to trigger apoptosis (Fig. 8D). In contrast, deletion of the N-terminal domain (VN-p53-A^ΔN^) strongly abolished the p53-A/Cdk1 BiFC signal and the apoptotic induction (Fig. 8D).

Together, these results indicate that p53 can interact directly with Cdk1 through the TAD.

## Discussion

### Cdk1 connects the cell cycle with the apoptotic program

In this work, we study the connection between cell cycle progression and apoptotic induction after DNA damage. Our main conclusion is that p53 proapoptotic activity can be regulated by the G2/M promoting factor Cdk1 in response to DNA damage. In addition, we observed that late p53-independent apoptosis is also suppressed in arrested and endocycle-induced cells probably through the reduction of aneuploidy cells due to the blockage of mitosis [27, 28].

Several mechanisms have been proposed to explain the differential apoptotic sensitivity of DNA damage cells depending on their proliferating status [34, 36, 40]. This includes the epigenetic silencing at the regulatory regions of the proapoptotic genes and the proteasome-dependent degradation of p53 [39, 40]. Our results in wing disc cells demonstrate that p53 protein levels and chromatin accessibility at the *rpr* and *hid* locus are comparable in cycling and experimentally arrested or endocycle-induced cells. Instead, our experiments point to a direct regulation of p53 proapoptotic activity by Cdk1.

In human cells, p53 is specifically phosphorylated by Cdc2/Cdk1. This interaction is not only important for promoting p53 binding site preference but also to enhance p53 binding to its target sequences [70–73]. In this work, we demonstrate that p53 physically interacts with Cdk1, and that Cdk1 regulates p53 binding to the p53^RE^ of the proapoptotic genes. It would be interesting to study how Cdk1 affects the p53 transcriptional output at a molecular level. One possibility is that p53 phosphorylation by active Cdk1 enables the selection of specific targets linking cell cycle progression to p53 transcriptional output. Supporting this hypothesis, it has been shown in *Drosophila* that p53 regulates different DNA damage programs in a postmitotic tissue compared to a proliferating one through the differential p53 binding in these tissues [35].

### Life vs death decisions after DNA damage

Cells sensing DNA damage are faced with antagonizing responses such as cell cycle arrest and DNA repair or the induction of apoptosis. A central role in these prosurvival and proapoptotic cell fate decisions is played by p53 [74–77]. p53 activity is tightly regulated by posttranslational modifications, cofactor interactions, chromatin structure, and cellular context [14]. In addition, in this work we demonstrated that p53-induced apoptosis requires active Cdk1. However, we also described that wild-type cycling cells arrest in G2 and die upon IR. This G2 arrest is transient and mediated by the inhibitory Cdk1 kinase Myt1 [78]. We suggest that in these early irradiated discs, residual active Cdk1 is enough to mediate p53-dependent apoptosis but insufficient to promote G2/M transition. Once the G2 arrest is lifted, the progressive accumulation of active Cdk1 levels after IR would increase the number of apoptotic cells and trigger mitotic entry. In this sense, p53-apoptotic induction would require lower active Cdk1 levels and would be a faster response than the G2/M transition where phosphorylation of a large number and variety of proteins by Cdk1 is needed [79].

All together, we propose a model where the connection between cell cycle progression, through the regulation of Cdk1 activity, and the proapoptotic function of p53 allow cells with DNA damage to be protected from apoptotic induction when the DNA repair mechanisms are operational (Fig. 8E). After sensing DNA damage, cells activate the mitotic checkpoint, which in *Drosophila* arrest cells in G2, allowing time for the DNA repair mechanisms. This mitotic delay is dependent on ATR/Mei-41 and Chk1/Grp that transiently downregulates Cdk1 active levels [17, 21]. At the same time, in response to DNA damage ATM/Tefu phosphorylates Chk2/Mnk, which in turn activates p53 [24]. We have shown that the proapoptotic function of p53 is blocked in cell cycle arrested and endocycle-induced cells due to Cdk1 inactivation. This cell cycle arrest gives cells an opportunity to repair their DNA lesions. As the G2 arrest is progressively lifted, cells with unrepaired DNA are sent to apoptosis before entering mitosis through the activation of p53 by the ATM/Chk2 pathway and the presence of active Cdk1. The molecular connection between cell cycle progression and p53 proapoptotic activity contributes to the suppression of DNA damage-induced genomic instability.

Cell cycle arrest and apoptosis protection are hallmarks of cellular senescence [80]. Our results suggest a possible common mechanism employed by cells to prevent apoptotic induction through the regulation of the cell cycle in different stress conditions such as DNA or tissue damage and senescence [81, 82].

## Materials and methods

### *Drosophila* strains

The different *Drosophila melanogaster* lines were maintained on standard medium at 25 °C in light/dark cycles of 12 h except for the temperature shift experiments (see below). The sex of experimental larvae was only considered relevant when selecting for specific mutations that were X-linked. The strains used in this study are summarized in Table S2.

Reporters: *DBS* (*DBS-GFP*), UAS*-Dronc-GFP*, *tagged hid-GFP*, *hid*^*20-10*^*-lacZ*, *hid 5*´*F-GFP*, *IRER{ubi-DsRed}*, and the Fly-FUCCI reporters *ubi-GFP-E2F11-230* and *ubi-mRFP1-NLS-CycB1-266 (ubi-flyFUCCI)* and UAS*-GFP-E2F11-230* and UAS*-mRFP1-NLS-CycB1-266*. The Gal4 drivers: *ap-Gal4, tub-Gal80*^*ts*^ (*ap*^*Gal80*^>), *sal*^*EPv*^*-Gal4* (*sal*>), *dpp*^*blink*^*-Gal4* (*dpp*>), *hh-Gal4,* UAS*-GFP; tub-Gal80*^*ts*^ (*hh*^*Gal80*^>), *en-Gal4,* UAS*-GFP; tub-Gal80*^*ts*^ (*hh*^*Gal80*^>), *nub-Gal4* and *tub-Gal80*^*ts*^; *tub-Gal4* (*tub*^*Gal80*^>). The UAS lines: UAS*-dap*, UAS*-stg-i,* UAS*-Cdk1-i*, UAS*-fzr*, UAS*-CycE-i,* UAS*-E2f1-i,* UAS*-Rbf*^*280*^, UAS*-CycA-i,* *UAS*-mre-11-i, UAS*-okra-i,* UAS*-tefu-i,* UAS*-Dcr-2,* UAS*-rpr,* UAS*-hid,* UAS*-GFP,* UAS*-mcherry,* UAS-*p53-A-myc,* UAS*-p53;* UAS*-Su(var)3-9-i,* UAS*-miRNA-RHG,* UAS*-stg,* UAS*-CycE,* UAS*-Cdk1*^*AF*^, UAS*-p53-VN,* UAS*-Cdk1-HA,* UAS*-dac-VN* and UAS*-abdm-VC*. The following mutant lines were used: *lig4*^*169*^, *mei-41*^*D5*^, *mnk*^*p6*^, and *p53*^*5A14*^. Details for the different lines and reagents used in this study can be found in Table S2.

UAS*-Dcr2* was used in combination with different RNAi lines to enhance message knockdown.

Cdk1 downregulation shows a relative mild phenotype visualized by the stalling of cells at the mitosis phase (Fig. 2A); therefore, in Figs. 3–7, we used two different UAS*-Cdk1* lines together to increase the knockdown efficiency. Details for the different lines used in this study can be found in Table S2.

### Temperature shifts experiments

The temporal expression of the different UAS lines was restricted when needed using the Gal4/Gal80^ts^ UAS system [83]. Briefly, embryos were collected for 2 days, maintained at the restrictive temperature (17 °C) and then shifted to the permissive temperature (31 °C) for the appropriated time prior dissection.

### Imaginal discs staining, image acquisition and analysis

Third instar larvae were dissected in PBS and fixed with 4% paraformaldehyde, 0.1% deoxycholate, and 0.1% Triton X-100 in PBS for 25 min at room temperature. They were blocked in PBS, 1% BSA, and 0.3% Triton for 1 h, incubated with the primary antibody over night at 4 °C, washed four times in washing buffer (PBS 0.3% Triton) and incubated with the appropriate fluorescent secondary antibodies for 1.5 h at room temperature in the dark. They were then washed and mounted in Vectashield (Cat# H-1000 RRID:AB_2336790) for confocal analysis.

TUNEL analysis was performed using In Situ “Cell Death Detection Kit” (TMR Red) (#12156792 910) and “Tunel Dilution Buffer” (#11966006001) kits, both from Roche.

All confocal images were obtained using a Leica LSM510 and LSM710 vertical confocal microscope. Multiple focal planes were obtained for each imaginal disc. Image treatment and analysis was performed using Fiji (https://fji.sc) and Adobe Photoshop software.

For the quantification of Dcp1, GFP, and lacZ staining, a Z-maximal intensity projection was generated for each image and a high-intensity threshold was adjusted for each image. Then, we calculated the percentage of staining covered in the region of interest.

The mitotic index was calculated as the average value of the ratio between the number of cells in mitosis (pH3-positive cells) and the area defined by the domains of expression the *sal*>*GFP*. The number of pH2AV foci was calculated similarly.

For the Fly-FUCCI cell quantification, third instar larvae of the a*p-Gal4;* UAS*-GFP-E2F11-230*, UAS*-mRFP1-NLS-CycB1-266*, genotype were subjected to IR and dissected at 1, 3, and 6 h after treatment. Nonirradiated larvae were used as control. Red, green, or yellow cells were manually quantified. For each experiment, at least five wing imaginal discs were used to count an average of 500 cells per disc. The same region of the imaginal disc for each disc was selected for the quantification.

The number of discs analyzed in each experiment is given in the figure legends.

Statistical analysis was performed using GraphPad Prism software (https://www.graphpad.com). The specific statistical test and the *n* used in each analysis are noted in the corresponding figure.

### Fluorescence-activated cell sorting

A total of 50 wing discs were dissected from third instar larvae expressing the corresponding transgene under the *sal*>*GFP* or *nub-Gal4* driver, depending on the experiment. Larvae were incubated for 40 min at 28 °C in 300 µl of trypsin solution (trypsin-EDTA, Sigma T4299) containing 1 µl of Hoechst (Hoechst 33342, Molecular Probes) in agitation. Trypsin digestion was stopped by the addition of 200 µl of 1% fetal bovine serum (FBS, Sigma 9665) in PBS. After centrifugation at 1500 × *g* at 4 °C for 5 min, cells were suspended in 300 µl of 1% FBS and cells were sorted by GFP expression using FACSVantage SE (BD Biosciences). The cell cycle profiles of GFP-positive and GFP-negative cells were determined by Hoechst fluorescence using a FACSCalibur flow cytometer (Becton Dickinson). The cell cycle profile was analyzed using FlowJo 7.5 software and Dean–Jett–Fox model.

### IR treatments

Third instar larvae of the indicated genotypes were irradiated in X-ray machine Phillips MG102 at the standard dose of 4000R and dissected at the indicated times depending on the experiment and stated in each figure.

### Comet assay for wing imaginal disc cells

DNA strand breaks and alkali-labile sites were assessed via the alkaline version of the Comet assay. A total of 60 wing imaginal discs cells were enzymatically individualized by incubation 20 min in TrypLE^TM^ Express Enzyme (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and stored at −80 °C in freezing buffer (85.5 g/l sucrose and 50 mL/l DMSO prepared in 11.8 g/l citrate buffer at pH 7.6) until use.

An estimated 104 cells were embedded in 0.75% low melting point agarose and deposited on precoated slides with 1% agarose. Immediately after agarose solidification (10 min on ice), samples were incubated for 1 h at 4 °C in a cold lysis buffer (2.5 M NaCl, 100 mM EDTA, 10 mM Tris, 1% Triton X-100, pH10). The slides were then rinsed in 0.4 M Tris, pH 7.4. Subsequently, DNA was allowed to unwind for 40 min in the electrophoresis buffer (300 mM NaOH, 1 mM EDTA, pH > 13) and electrophoresis was carried out for 30 min at 25 V and 300 mA (0.73 V/cm). Slides were neutralized in 0.4 M Tris pH 7.4 and stained with 50 μl of GelRed (Thermo Fisher Scientific). Samples were examined with a Leica DMI 3000B microscope (Germany), equipped with an EL6000 compact light source and a 480–550 nm wide band excitation filter and a 590-nm cut-off filter. Scoring was carried out using the OpenComet plugin for the image-processing platform ImageJ. A total of 250 randomly selected cells were analyzed per condition. The tail moment (tail intensity × length summed over the whole extent of the tail) was used to measure DNA damage.

### BiFC assay

We used a pUASTattB that have the N-terminal (VN: 1-173) and C-terminal (VC: 155–238) moieties of Venus cloned in Xho1 and Xba1 restriction sites. The coding region of p53-A and Cdk1 were PCR amplified from the GH11591 clone (BDGP) and LD38718 clone (BDGP), respectively. Inserts were cloned in Xho1-Xba sites into the pUASTattB VN or VC version including a five amino acids linker region. N- and C-terminal deletions of p53-A were cloned in a similar manner. To ensure similar expression levels, all UAS constructs were inserted into the same attP site (86Fb), except UAS-VC-Cdk1 that was also inserted in 51D.

The sequence of all primers used in this study are as follows:

UAS-VN-p53-A:

Forward:

5´-CAGT**CTCGAG**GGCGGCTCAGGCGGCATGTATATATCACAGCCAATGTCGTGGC-3´.

Reverse: 5´-CAGT**TCTAGA**TCATGGCAGCTCGTAGGCACG-3´.

UAS-VN-p53-A^ΔN (1-83)^

Forward: 5´-CAGT**CTCGAG**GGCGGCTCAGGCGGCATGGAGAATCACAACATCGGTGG-3´.

Reverse:

5´-CAGT**TCTAGA**TCATGGCAGCTCGTAGGCACG-3´.

UAS-VN-p53-A^ΔC (283–385)^

Forward: 5´-CAGT**CTCGAG**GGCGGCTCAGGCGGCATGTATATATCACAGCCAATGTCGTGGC-3´.

Reverse:

5´-CAGT**TCTAGA**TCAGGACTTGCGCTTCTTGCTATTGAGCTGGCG-3´.

UAS-VC-Cdk1:

Forward: 5´-CAGT**CTCGAG**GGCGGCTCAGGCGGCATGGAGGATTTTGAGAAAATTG-3´.

Reverse: 5´-CAGT**TCTAGA**TTAATTTCGAACTAAGCCCGATTGAAAAC-3´.

For the initial BiFC analysis, we used the UAS-p53-VN flies available at FlyORF (F004757).

Visualization and quantification of the BiFC signal was done using identical parameters for image acquisition between the different genotypes and analyzed using Fiji.

### ChIP and quantitative real-time PCR assay

The following genotypes were used: *sal*>*GFP* (negative control)*; sal*>*GFP*, *p53-A (Myc)*, *miRHG* (positive control)*; sal*>*GFP, p53-A (Myc), Cdk1-i* (experimental condition); *sal*>*GFP, p53-A (Myc), dap* (experimental condition) and *sal*>*GFP, p53-A (Myc), fzr* (experimental condition). The wing imaginal discs of 100 larvae were dissected for each condition, performing three replicates per ChIP. Larvae were fixed in FA fix solution (1.8% formaldehyde, 50 mM HEPES pH 8, 1 mM EDTA, 0.5 mM EGTA pH 8, 100 mM NaCl) for 25 min at RT. Then, the tissue was incubated with Quench Buffer (1X PBS, 0.125 M glycine, 0.01% Triton X-100) for 6 min at RT. Larvae were washed with buffer A (10 mM HEPES pH8, 10 mM EDTA pH 8, 0.5 mM EGTA pH 8, 0.25% Triton X-100) and buffer B (10 mM HEPES pH 8, 200 mM NaCl, 1 mM EDTA pH 8, 0.5 mM EGTA pH 8, 0.01% Triton X-100) consecutively, 20 min each at 4 °C. Both A and B buffers were supplemented with 1 mM PMSF and 1X protease inhibitors cocktail (Roche #11873580001).

Wing imaginal discs were dissected in Buffer B on ice. Later, discs were centrifuged at max speed for 3 min at 4 °C. Collected disc pellet that was resuspended in buffer C (10 mM HEPES pH 8, 1 mM EDTA pH 8, 0.5 mM EGTA pH 8) supplemented with 1 mM PMSF and 1X protease inhibitors cocktail (Roche #11873580001). The discs were homogenized in this medium before proceeding to sonication. The tissue was sonicated 20 cycles (30″ ON/30″ OFF), at high power and at 4 °C using diagenode bioruptor sonicator. We removed 10% from the samples for input. Samples were precleared with protein G affinity gel (Sigma-Aldrich #E3403) for 1 h on rotator at 4 °C, and then the chromatin was transferred to a fresh tube. The anti-myc affinity gel (Sigma-Aldrich #E6654) and the protein G affinity gel (Sigma-Aldrich #E3403) as negative control of each chip were blocked in 1X RIPA (140 mM NaCl, 10 mM HEPES pH 8, 1 mM EDTA pH 8, 1% glycerol, 1% Triton X-100, 0.1% DOC) supplemented with 100 μg/ml salmon sperm DNA and 100 μg/ml BSA overnight at 4 °C.

Next day, we pelleted beads at 6000 rpm for 2 min and mixed the chromatin with the blocked beads. The samples were incubated for 4 h at 4 °C. Finally, the beads were washed four times in RIPA 1X for 5 min at 4 °C, pellet at 6000 rpm for 2 min at 4 °C. Beads were washed again in TE for 5 min at 4 °C and pellet at 6000 rpm for 2 min at 4 °C

Chromatin was eluted from beads in TE with 1% SDS and 0.1 M NaHCO_3_ at 50 °C.

To reverse the crosslinks, we incubated the eluted material at 65 °C overnight, processing the INPUT of each sample in parallel. The next day, we added 50 μg/ml of RNAase and incubated the samples 30 min at 37 °C. Then, 20 μg of proteinase K was added and incubated at 55 °C for 3 h. We added 4 μl NaCl 5 M and 4 μl Tris 1 M to each sample before purifying them by phenol/chloroform method. Finally, we added 1.25 μl of glycogen (Roche #10901393001), 25 μl of NaAC 3 M pH 5.2, and 550 μl of ethanol 100% at −20 °C ON. Samples were spin for 20 min at maximum speed and the pellet was twice with ethanol 70% at −20 °C and centrifuged again for 10 min and let the pellet dry at RT. The samples were resuspended in 30 μl of TE buffer and amplified by qPCR using GoTaq qPCR Master Mix (Promega #A6001), using as amplicons the p53^RE^ for the *rpr* and *hid* genes. Results were quantified using the delta Ct method and presented as percentage of input.

The sequence of the primers used in this study were previously described in ref. [39]:

*rpr*-p53-RE:

Forward: 5´-CTACGTTTCCCAGACCCAAGAC-3´.

Reverse: 5´-GTCTCCATCCAATTCCCATCTC-3´.

*hid*-p53-RE:

Forward: 5´-ACTTTTGTTCTTTTCGCTTTGGAC-3´.

Reverse: 5´-GATGACGAAATTCAAGCACACTCT-3´.

### ATAC-seq library preparation, sequencing, and data analysis

To carry out the ATAC-seq experiment, at least 30 wing discs were dissected from the following genotypes: *tub*^*Gal80*^>*GFP, tub*^*Gal80*^>*Cdk1-i*, and *tub*^*Gal80*^>*fzr*. Larvae were kept at 17 °C for 7 days and then transfer at 31 °C for 2 days before dissection. Two biological replicates for each condition were performed.

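The overlap of the peak lists was measured with the Jaccard index, which divides the bases covered by peaks of both libraries by the bases covered by either. It was 0.654 between the control replicates, 0.773 between the replicates labelled *Cdk1-i* and 0.546 between those labelled *fzr*. Pairs of different genotypes ranged from 0.501 to 0.691. The mean was 0.658 over the 3 pairs of one genotype and 0.619 over the 12 pairs of different genotypes, a difference of 0.0388. Of the 15 ways to split the 6 libraries into 3 pairs, 2 gave a difference at least as large (one-sided exact permutation test, p = 0.133, the smallest possible being 0.0667). The difference rested on the replicates labelled *Cdk1-i*, since it was -0.0133 without the first of them and -0.00661 without the second. Exchanging the *Cdk1-i* and *fzr* labels leaves these values as they are.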

Samples were lysed in lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP40). Lysates were centrifuged at 500 × *g* for 5 min at 4 °C to isolate the nuclei. Typically, we used 75,000 cells per condition. Next, samples were resuspended in 25 μl of transposition reaction mix as described in ref. [84] and incubated for 30 minutes at 37 °C.

Following the transposition, samples were purified using the Qiagen MinElute Kit following the manufacturer’s instructions.

ATAC-seq libraries were generated according to the standard protocol [84]. Briefly, transposed DNA fragments were amplified by a conventional PCR (5 min at 72 °C, 2.5 min at 95 °C, the thermocycling: X cycles of 20 s at 98 °C, 15 s at 63 °C, and 1 min at 72 °C) with Nextera barcoded primers. The number of cycles was empirically determined following Buenrostro et al.’s protocol [84]. Libraries were purified using a Qiagen MinElute Kit and eluted in 20 μl elution buffer. All the libraries were sequenced on an Illumina HiSeq 2500 (2 × 50 bp) according to the manufacturer’s instruction. Sequencing was performed at the Centre Nacional Anàlisi Genòmica (CNAG-CRG) sequencing facility in Barcelona, Spain.

ATAC-seq data analysis was performed using the nf-core/atacseq pipeline (v1.2.1), which runs Nextflow (v20.10.0), for quality controls, read alignment against Dm6 assembly using BWA-MEM (v0.7.17), filtering for blacklisted regions, data visualization, peak calling using MACS2 (v2.2.7.1), read count using featureCounts (v2.0.1), and differential accessibility analysis using the DESeq2 R library.

### Statistical analysis

Results were analyzed and presented using Prism 8 GraphPad software. We used unpaired two-tail Student’s *t* test when comparing the mean of two conditions or one-way ANOVA Dunnett’s test for multiple comparisons more. *P* values shown on the graphs are indicated with the following asterisk code: 0.05 (*), 0.01 (**), 0.001 (***), and 0.0001 (****). Sample size was described in each figure legend and in the corresponding “Materials and methods” section.

## Supplementary information

Supplementary Figure Legends

S1 fig

S2 Fig

S3 Fig

S4 fig

S5 Fig

S6 Fig

S7 Fig

S1 table

S2 Table

## Data Availability

ATAC-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE169668.

# Supplementary material for: Coordination between cell proliferation and apoptosis after DNA damage in Drosophila
**Source:** Cell Death Differ. 2021 Nov 25;29(4):832–45. doi: 10.1038/s41418-021-00898-6
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary figure and table legends**

**S1 Fig: Analysis of cell cycle arrest tools.**

A) Cell cycle perturbations by the expression of *CycE-i*, *E2f1-i*, *Rbf^280^* and *CycA-i* with the *sal-Gal4* (*sal>*) driver. The Fly-FUCCI system (*ubi-GFP-E2F11-230* and *ubi-mRFP1-NLS-CycB1-266*) and pH3 staining (blue) was used to visualize the cell cycle. Scale bar: 50 μm.

B) Adult wing phenotypes of the experiments presented in A are shown. The *sal* domain is colored in green in the control.

C) Cell cycle profiles of dissociated wing imaginal discs expressing the indicated cell-cycle regulators and GFP in the *sal* domain are shown. Red profiles correspond to control GFP negative cells and green profiles belong to GFP positive cells in control and cell cycle perturbed cells.

D) Mitotic index measured as the number of pH3 positive cells per area in the *sal* domain of control (*sal>GFP*) and in cell cycle arrested cells and endocycle-induced cells. n>11 discs per genotype. Error bars indicate standard error of the mean (SEM). **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the control.

**S2 Fig: IR-induced apoptosis analysis in cell cycle arrested cells.**

A) GFP (green), Dcp1 (red and white) and Topro-3 (blue) staining wing imaginal discs expressing the indicated transgene by the *sal-Gal4*. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines.

B) GFP (green) and TUNEL staining (red and white) in wing imaginal discs expressing the indicated transgene by the *sal-Gal4* in irradiated discs and analyzed 24 hrs later. Below each panel, the TUNEL channel is shown and the *sal* domain is outlined by green dotted lines.

C) Non-irradiated and irradiated wing imaginal discs expressing the indicated transgenes under the *sal-Gal4* driver. Discs were dissected 24 hrs after IR and stained for Dcp1 (red and white) and GFP (green). Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines.

D) Wing imaginal discs expressing the indicated transgene by the *sal-Gal4* in control discs and irradiated discs analyzed 4 hrs later. GFP is in green and Dcp1 staining in red and white. The Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines.

Scale bar: 50 μm.

**S3 Fig: Apoptotic response after IR in cell cycle arrested and endocycle-induced cells that simultaneously knockdown DNA repair mechanisms.**

A) Strong pH2Av foci (green and arrows) are associated to cells with high levels of Dcp1 (red and white) in non-irradiated and irradiated wing imaginal discs. Separate channels for Dcp1 staining are shown.

B) Irradiated wing imaginal discs analyzed 4 hrs later expressing the *mre11-i* line and the indicated transgenes by the *sal-Gal4, UAS-GFP* driver. GFP is green and Dcp1 staining is red or white. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. B’) Quantification of Dcp1 staining in the *sal* domain of wing imaginal discs of the corresponding genotypes presented. Error bars indicate the minimum and maximum point for each genotype. Individual wing discs measurements are shown. n>15 discs per genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the corresponding control. ns, not significant.

C) Irradiated wing imaginal discs analyzed 4 hrs later expressing the indicated transgenes by the *sal-Gal4, UAS-GFP* driver in a *mei-41^D5^* mutant background. GFP is green and Dcp1 staining is red or white. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. C’) Quantification of Dcp1 staining in the *sal* domain of wing imaginal discs of the corresponding presented genotypes. Error bars indicate the minimum and maximum point for each genotype. Individual wing discs measurements are shown. n>15 discs per genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the corresponding control. ns, not significant.

D) Irradiated wing imaginal discs analyzed 4 hrs later expressing the *tefu-i* line and the indicated transgenes by the *sal-Gal4, UAS-GFP* driver. GFP is green and Dcp1 staining is red or white. Below each panel, the Dcp1 channel is shown and the *sal* domain is outlined by green dotted lines. D’) Quantification of Dcp1 staining in the *sal* domain of wing imaginal discs of the corresponding presented genotypes. Error bars indicate the minimum and maximum point for each genotype. Individual wing discs measurements are shown. n>15 discs per genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the corresponding control. ns, not significant.

Note that cell cycle arrested and endocycle induced-cells attenuate apoptosis in *mei-41^D5^* mutants and Mre-11 and Tefu depleted cells to the same extent as their corresponding controls.

Scale bar: 50 μm.

**S4 Fig: Analysis of Hid and Rpr activity in cell cycle arrested and endocycle-induced cells.**

A) Wing imaginal discs expressing the indicated transgenes under the *sal-gal4, UAS-GFP* driver and the *hid^20-10^* regulatory region driving the *lacZ* reporter gene (*hid^20-10^-Z*) (red and white). Note that the *hid^20-10^-Z*  is weakly active in the wing pouch in non-irradiated discs, however it is strongly activated 24 hrs after IR. *hid^20-10^-Z* separate channel is shown below each panel and the *sal* domain marked by green dotted lines.

B) Dcp1 staining (red) in wing imaginal discs expressing *rpr* and the indicated transgenes under the *sal-Gal4, UAS-GFP* driver. GFP is in green, Dcp1 in red and Topro-3 in blue.

Scale bar: 50 μm.

**S5 Fig: Analysis of p53 protein levels in cell cycle arrested and endocycle-induced cells of irradiated discs.**

Irradiated third instar wing imaginal discs expressing the indicated transgene with by the *hh-Gal4, tub-Gal80^ts^* (*hh^Gal80^>*) driver and stained for p53 (red and white) and GFP (green). Separate channel for p53 is shown below each image. The antero-posterior compartment boundary is marked by a green dotted line. The gain in the p53 channel has been increased for visualization purposes. Larvae were kept at 17ºC and shifted to 31ºC for 24 hrs and wing discs were dissected 4 hrs after IR. Although a slight decrease of p53 protein levels could be observed in posterior cells expressing *dap*, no changes were detected for the other cell cycle modifications.

Scale bar: 50 μm.

**S6 Fig: IRER activity in cell cycle arrested and endocycle-induced cells.**

A) Analysis of p53-A binding by chromatin immunoprecipitation experiments with anti-Myc at the p53^RE^ of the *hid* and *rpr* genes from wing imaginal discs of the following genotypes:

*-sal>GFP*

-*sal>GFP*, *p53-A (Myc)*, *miRHG*

-*sal>GFP, p53-A (Myc), dap*

-*sal>GFP, p53-A (Myc), Cdk1-i*

-*sal>GFP, p53-A (Myc), fzr*

Enrichment values were normalized to a ‘mock’ sample (IgG). Error bars represent SEM of three independent experimental replicates.

B) Wing imaginal discs expressing the indicated transgenes under the *sal>* driver and *hid 5´F* regulatory region driving the *GFP* reporter gene (*hid 5´F-GFP*). *hid 5´F-GFP* activity is in green, p53 in red and Topro-3 in blue. Separate channel for the *hid 5´F-GFP* is presented below each image with the *sal* domain marked with a red dotted line. All the images were taken keeping the same confocal settings.

C) Quantification of *hid 5´F-GFP* staining in the *sal* domain of wing imaginal discs from the genotypes presented in B. Error bars indicate SEM. n>10 disc per genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal>p53-A*).

D) Wing imaginal discs expressing the indicated transgenes under the *sal>GFP* driver and *hid^20-10^* regulatory region driving the *lacZ* reporter gene (*hid^20-10^-Z*). *hid^20-10^-Z* activity is in red, GFP in green and Topro-3 in blue. Separate channel for the *hid^20-10^-Z* is presented below each image with the *sal* domain marked with a red dotted line. All the images were taken keeping the same confocal settings.

E) Quantification of *hid^20-10^-Z* staining in the *sal* domain of wing imaginal discs from the genotypes presented in D. Error bars indicate SEM. n>10 disc per genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the control (*sal>GFP, p53-A*).

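The gene *grim* (FBgn0015946) lies between *hid* and *rpr* in dm6, at 3L 18302719–18304417 on the minus strand like both neighbours. In the ATAC-seq libraries a peak overlapped the 500 bp around its 5′ end in 2 of 6. Its fold enrichment was 2.99 in control replicate 1 (percentile 31.9 of the list) and 2.29 in replicate 2 labelled *Cdk1-i* (percentile 7.37). The other control library had none, so the difference between genotypes is no larger than that between replicates.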

F) Schematic representation of the *Drosophila* H99 locus and the location of the irradiation responding enhancer region (IRER). The IRER contains a p53^RE^ and it is critical for apoptotic induction after irradiation. The accessibility of the IRER is subject to epigenetic regulation. An ubiquitin-DsRed reporter was inserted into IRER through homologous recombination (67).

G) Third instar wing imaginal discs carrying the IRER{ubi-DsRed} cassette (red and white) and expressing the corresponding transgenes under the *sal>GFP* driver (green). Separate channel for the IRER is presented below each image with the *sal* domain marked with a green dotted line.

Scale bar: 50 μm.

**S7 Fig: BiFC analysis of p53 interaction with Cdk1.**

A) Third instar wing imaginal discs expressing the indicated VC and VN fusion proteins under the *sal-Gal4* driver. Note that the strong BiFC signal is specific to the VC-Cdk1/p53-VN pair as the expression of two unrelated proteins failed to complement p53-A or Cdk1 as strong as the p53-A/Cdk1 complex. In addition, the expression of a “cold” competitive partner of p53-A, Cdk1-HA, led to a decrease to background levels of the VC-Cdk1/p53-VN BiFC signal.

B) Quantification of fluorescent signal resulting from the BiFC experiments. Data are represented as a boxplot showing each individual measurement. n>20 discs per genotype. Error bars indicate the minimum and maximum point for each genotype. **** P value <0,0001 by one-way ANOVA when compared the mean of each column with the mean of the corresponding control. All the images were taken keeping the same confocal settings.

Scale bar: 50 μm.

**S1 Table: ATAC-seq comparative analysis**

Different chromatin accessibility regions identified between wing imaginal discs of the following genotypes using the DESeq2 R library:

*tub^Gal80^>Cdk1-i* and *tub^Gal80^>GFP*

*tub^Gal80^>fzr* and *tub^Gal80^>GFP*

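The paper's Table S1 lists 73 intervals for *Cdk1-i*, 51 with a positive and 22 with a negative score, and 269 for *fzr*, 42 with a positive and 227 with a negative score. The table gives the score without a unit. The intervals were joined to the 6 deposited peak lists by position. A peak of at least 1 list overlapped 70 of the *Cdk1-i* intervals and 247 of the *fzr* intervals, while 13 and 25 had the coordinates of a merged interval. The direction of each score was compared with the change in mean percentile between the genotype and the control, a library without a peak counting as 0. By the labels, 55 of the *Cdk1-i* intervals (75.3%) and 212 of the *fzr* intervals (78.8%) changed in the listed direction. With the labels exchanged, 68 (93.2%) and 237 (88.1%) did. The authors chose these intervals from the same libraries, so the shares are no independent evidence of a change in accessibility. On which libraries the authors took for which genotype, both shares go with the exchanged labels. The 5 strongest scores of the *Cdk1-i* sheet lie on 3L from 21835 on, within 6511 bp downstream of *mthl8* or over it, and run from -9.22 to -7.54. Neither the libraries labelled *Cdk1-i* nor those labelled *fzr* had a peak in these 5, and the controls had one in both libraries at 29433–30008 only. The 5 strongest scores of the *fzr* sheet run from -9.80 to -8.23 and lie between 26566 and 42164 on 3L. At 3 of them (34394–35162, 39998–40759 and 41562–42164) the controls and the libraries labelled *fzr* all had a peak and the libraries labelled *Cdk1-i* had none.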

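Gained intervals were those with a peak in both libraries of a genotype and in neither control, and lost intervals the reverse. By the labels, 1474 intervals were gained and 1504 lost in *Cdk1-i*, while the other 2 ways of pairing the same 4 libraries gave between 448 and 755. For *fzr*, 487 intervals were gained and 2787 lost, and the other pairings gave between 315 and 1515. The gain in *fzr* is thus within the counts that mixed pairs gave. With an equal number of peaks per list, 749 were gained and 1083 lost in *fzr*, both within the 477 to 1442 of the other pairings. Exchanging the labels exchanges these counts. Regrouping 2 libraries of a genotype and 2 controls allows too few arrangements for a small permutation p-value, so these counts were not tested. The lists give no read counts, so no model of counts was fitted either. Peaks under the minimum length of a list can appear as gained or lost. Ranked by mean percentile, the intervals gained in the libraries labelled *Cdk1-i* were led by one in an intron of *MYPT-75D* (3L 18641257–18641430), one on an unplaced scaffold and one at *MED19* (3L 17846455–17846615). The interval at *MED19* is 161 bp long, shorter than any peak listed for the controls. The intervals at *MYPT-75D* and *MED19* also held a peak in replicate 1 labelled *fzr*, at percentiles 97.2 and 98.2. They are thus not specific to the libraries labelled *Cdk1-i*. Those lost were led by 3L 25216791–25217497, 19442 bp downstream of *lovit*, then one at *Dlg5* (2L 11517062–11517352) and one on a scaffold assigned to X. In the libraries labelled *fzr*, the leading gained intervals lay on a scaffold assigned to Y, on the same unplaced scaffold and in an intron of *comm3* (3L 15646982–15647224). The leading lost intervals lay at *lncRNA:flam* (X 21715156–21715649), in a *blood* element (3L 22556841–22557127) and on a scaffold assigned to X. The gained interval on the Y scaffold also held a peak in both libraries labelled *Cdk1-i* (percentiles 97.4 and 95.8), and that in *comm3* in replicate 2 (96.4). The last of the lost intervals had no peak in either library labelled *Cdk1-i*. In contrast, each interval named as lost in *Cdk1-i* held a peak in both libraries labelled *fzr*.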

Each region was named with an ID (interval) and genomic coordinates are shown.

**S2 Table: Reagents and tools table**

How the deposited data were processed for this re-analysis (not part of the article)

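Chromatin accessibility was measured by ATAC-seq in wing imaginal discs of 3 genotypes with 2 libraries each, tub>GFP (control), tub>Cdk1-i and tub>fzr. The authors aligned the reads to dm6 with BWA-MEM, removed blacklisted regions and called peaks with MACS2 in each library, within the nf-core/atacseq pipeline. Their lists give the fold enrichment of each peak over the local background, which is a ratio computed by the authors. The deposited −log10 p and −log10 q of each peak are MACS2's values. The deposited score of each peak is 10 times its −log10 q as a whole number. The authors also counted reads and compared the genotypes with DESeq2, and the paper gives the outcome in Table S1. No read counts were used here, so the sequencing depth is unknown and no model of counts was fitted. The paper's text does not name the peak-calling cutoff, and the lowest −log10 q in the lists lies between 2.00 and 2.16.

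Genotypes were taken from the sample labels. The names under which 4 of the lists were deposited exchange Cdk1-i and fzr against the labels, and this exchange was run as an alternative for every result that depends on it.

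Peaks that overlapped by at least 1 bp were merged across the 6 lists. Each peak was given the percentile of its fold enrichment within its own list, and a library without a peak was given 0 where intervals of Table S1 were compared. For the rpr and hid loci, the spans drawn in Fig. 7E and 7F were used. The change in percentile was set against 10000 random sets of the same number of intervals as a description, since peaks are not replicates. The Jaccard indices were compared over all 15 ways to split the 6 libraries into 3 pairs, as an exact permutation test. The ChIP primers were matched on both strands of the dm6 sequence, and gene positions came from the dm6 annotation.

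The genes named were fixed by rule: rpr and hid, the targeted genes Cdk1 and fzr, and grim and p53. The intervals named were every peak within the spans of Fig. 7E and 7F, the 5 intervals with the largest score in size in each sheet of Table S1, and the 3 gained or lost intervals with the highest mean percentile in each comparison.

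The counting and ranking code was tested on simulated lists of 9633 intervals on 3L with 200 planted in each direction, of which 200 gained and 200 lost intervals were recovered in each comparison. A first simulation placed every interval of the loci at the middle rank and gave a high percentile although no change had been planted, and it was then altered to give the loci random ranks. Both forms were afterwards run over 20 draws without a planted change. With random ranks, the mean percentile was 49.7 with random sets drawn freely and 51.7 with sets matched within 5 points on the control percentile. With the loci at the middle rank, these means were 80.7 and 55.5. Freely drawn sets therefore give high percentiles for loci of middle rank, and the matched sets were added as an alternative for this reason. The 10 intervals compared at the real loci were not of middle rank, with mean control percentiles from 59.4 to 93.1. For them, matching raised the values, so this simulation does not show that the freely drawn values were too high.

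The alternatives were a minimum −log10 q of 5, an equal number of peaks per list (27119), an overlap of at least 0.5 of the shorter peak, a window of the gene body and 20 kb on each side, the chromosome arms alone, ranking by −log10 p, leaving out each library, exchanged labels and a replicate block. Alternatives added after the data were seen were the matched random sets and peaks of at least 197 bp, the longest of the minimum peak lengths. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The p53 ChIP, the p53 profile of Fig. 7E and 7F and the reporter assays were not analysed here.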

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

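The library measures, the test of a shorter list as the cause and that of peaks of at least 197 bp were chosen only after the result was seen, and the test of the Y scaffolds after the pattern but before its own values were computed. The setting of equal numbers of peaks had been planned.

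The library labelled fzr replicate 2 held 27119 peaks, fewer than each of the other 5 libraries, which held between 33335 and 36715. Its peaks on X came to 14.2% of its autosomal peaks, against 18.6 to 19.7% in the other 5. Both values stood far from the others by Dixon's test. Of the 6 library measures examined, these 2 stood out, and the measures were picked after several of their values had been seen. Chance alone singles out about 1 in 20 such groups. Each test ran across the 3 genotypes, so a genotype effect is not removed, although fzr replicate 1 held 19.2%. With the other 5 lists cut to their 27119 strongest peaks by −log10 q, their X peaks still came to between 18.2 and 19.6% of the autosomal peaks, which argues against a shorter list as the whole cause. Such a cut does not imitate a lower read depth, which is unknown. A larger share of male discs is a candidate explanation: 14.7% of the scaffold peaks of this library lay on scaffolds assigned to Y, against 1.76 to 8.89% in the other libraries. The Y-chromosome peak counts had been seen before this test. Under exchanged labels, the library is replicate 2 of Cdk1-i. The paper states that larval sex mattered only in the selection of X-linked mutations and does not give the sex of these discs, and a difference in the stock or in library quality stays open. Without this library, 85.4% of the control regions were found in the remaining library labelled fzr, against 76.4% in this one.

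In the libraries labelled Cdk1-i, 1474 intervals outside the loci that the paper discusses held peaks that both controls lacked. This was above the 448 to 755 that the other 2 pairings of the same 4 libraries gave. With an equal number of peaks per list, 1267 intervals were gained against 364 to 563 in the other pairings, which argues against unequal peak numbers as the whole cause. With peaks of at least 197 bp only, 1113 were gained. With the labels exchanged the count belongs to fzr, and 487 intervals were gained in Cdk1-i. Without one library, the count lay between 2565 and 3688, since fewer lists had to meet the condition. A difference between genotypes, and differences in stock or dissection that follow the genotypes, stay open. They were not tested: the lists give no read counts to model, and differences that follow the genotypes cannot be separated from a genotype effect.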

How the results depend on the processing

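All alternatives but 2 were fixed before the data were examined, and the tests of peaks of at least 197 bp and of matched random sets were chosen only after the data were seen.

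Genotype labels decide several results, and exchanging them changed 9 of 15 results and reversed 1. Because the libraries change places, control regions found came to 92.9% at the hid locus and 80.9% across all chromosomes for Cdk1-i and 91.6% for fzr. The gained and lost intervals became 487 and 2787 for Cdk1-i and 1474 and 1504 for fzr. The intervals of Table S1 that changed as listed became 93.2% and 88.1%. The difference in the number of the 4 intervals on 3L with a peak, fzr minus Cdk1-i, was 4 by the labels and -4 with the labels exchanged.

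Other settings moved fewer results. The share of control regions found across all chromosomes in the libraries labelled Cdk1-i was 92.6% with a −log10 q of at least 5, 90.5% with equal numbers of peaks, 91.7% with an overlap of 0.5 of the shorter peak, 92.2% on the chromosome arms and 90.6% with peaks of at least 197 bp. These moves exceed the spread of the 2 replicates, which was only 0.138. With equal numbers of peaks, the libraries labelled fzr reached 87.7%, the percentile of their rank change at the loci fell to 39.1 while that of the libraries labelled Cdk1-i was 89.4, and for fzr 749 intervals were gained and 1083 lost. With the wider window, 90.9% of the control peaks at hid were found in the libraries labelled Cdk1-i and 94.4% at rpr in those labelled fzr. Ranking by −log10 p gave percentiles of 12.9 and 30.7 for the rank change in Cdk1-i and fzr. Matched random sets gave 90.7 and 84.7. These differ from the first values by less than the SD of the percentile over pairings of 1 control with 1 other library. That SD was 17.9 for Cdk1-i and 27.9 for fzr, and since the pairings share libraries, it is not an SD between replicates. Across all settings the percentile ran from 12.9 to 90.7 for Cdk1-i and from 23.4 to 91.8 for fzr. For the settings other than exchanged labels, equal numbers of peaks and left-out libraries, the cause was not tested. The other results moved by less than the spread or the limit set for counts: 15 of 16 with the higher −log10 q, 8 of 13 with equal numbers, 9 of 10 with the larger overlap, 4 of 6 with the wider window, 6 of 7 on the arms, 2 of 4 ranked by −log10 p and 5 of 6 with the longer peaks.

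Leaving out 1 library at a time changed 29 of 62 values and reversed 2. For Cdk1-i by its label, control regions found ranged from 80 to 100% at hid and from 83.0 to 91.7% across all chromosomes, the rank percentile from 32.5 to 82.9, gained intervals from 2565 to 3688, lost intervals from 2398 to 4176 and intervals of Table S1 as listed from 67.1 to 72.6%. For fzr by its label, the regions across all chromosomes ranged from 72.1 to 85.4%, the rank percentile from 23.4 to 91.8, gained intervals from 945 to 2537, lost intervals from 4330 to 6979 and intervals of Table S1 from 68.8 to 81.8%. Counts rose because fewer lists had to meet the condition. The Jaccard difference ranged from -0.0133 to 0.111 and was negative without either library labelled Cdk1-i, at -0.0133 and -0.00661.

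Whether the replicate numbers pair the libraries is not settled. The deviations of same-numbered libraries correlated at 0.125, 0.303 and 0.0267 across intervals, all positive but 1 of them close to 0. Splits by replicate number gave 755 and 594 intervals with Cdk1-i and 1515 and 1070 with fzr, more than the crossed splits (522 and 448, 315 and 625). Replicate 2 also had fewer peaks, a lower median fold and longer peaks in each genotype. The paper and the labels name no shared batch, so the libraries were treated as sharing only a number. With a replicate block, the Jaccard difference was 0.0504 (one-sided exact permutation test, p = 0.167, the smallest that 6 arrangements allow). The read depth is unknown, so a region without a listed peak is not shown to be inaccessible.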

Differences from the paper's values

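Of the tests in this part, that of the interval numbers was chosen only after the lists had been merged. The paper's intervals are numbered up to 40940 in Table S1, against 45902 merged intervals here, and no value compared differed by the criterion used. The highest listed number is only a lower bound for the paper's intervals, so it hardly tests agreement. Only 13 of the 73 Cdk1-i intervals and 25 of the 269 fzr intervals had the coordinates of a merged interval. A peak of at least 1 list overlapped 70 and 247 of them. Whether Table S1 was made from these peak lists stays open.

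The paper's Table S1 gives the 4 intervals between 34394 and 42164 on 3L a score below -7 for tub>fzr, which is read here as a lower signal than in the control, although neither the table nor its legend names a unit or a direction. By the labels, both libraries labelled fzr had a peak in 4 of 4 and both labelled Cdk1-i in 0 of 4. With the labels exchanged, an alternative set before the data were examined, the libraries of fzr had a peak in 0 of 4.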

Other observations

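Except for the comparison of the labels with Table S1, the tests in this part were chosen only after the patterns were seen, those of sex and Y and of the lowest other scores last. In all, 12 explanations were tested here and above.

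The labels of the Cdk1-i and fzr libraries and the names under which they were deposited are exchanged. If the labels were exchanged against Table S1, the libraries labelled fzr would have the peaks of the intervals that only the fzr sheet gives a score below -7, read here as a loss, and they had 4 of the 4 on average, while those labelled Cdk1-i had 0. The authors' own comparison is thus in line with exchanged labels, and for the intervals of both sheets the shares that changed as listed were also higher with the labels exchanged, 93.2% and 88.1%. The labels were kept as given.

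In both libraries labelled Cdk1-i, control intervals on scaffolds, on Y and next to the centromere of 3R often lacked a peak. Of the control intervals on scaffolds 59.7% were lost, against 16.9% in the libraries labelled fzr, and of those on Y 10 of 14. The explanation that fewer peaks were called in those libraries is argued against by their number of peaks, which was 101% of the controls' mean. The loss of 3R had been seen before the share next to the centromere was computed on the other arms. In the 2 Mb next to the centromere the share lost was higher than in the rest of the arm on 5 of 5 large arms, with 80% (44 of 55) against 4.08% on 3R, 35.5% against 4.35% on 2R, 22.8% against 4.21% on 3L, 9.12% against 3.78% on 2L and 8.74% against 4.80% on X. For the libraries labelled fzr it was higher on 1 of 5. Pericentromeric sequence that is under-replicated in endocycling cells may give such a loss. With the labels as given, the loss would fall on the knockdown libraries, and with the labels exchanged, on the libraries expressing fzr. In the paper's Table S1, the fzr sheet has 140 negative scores on scaffolds or Y and 51 within 4 Mb of the centromere of 3R, against 2 and 0 on the Cdk1-i sheet, so the authors' comparison places such a loss in fzr. A smaller share of male discs or loss of Y would not lower autosomal signal, and over 2L, 2R, 3L and 3R together 24.6% of the control intervals next to the centromere were lost, against 4.11% elsewhere. The X peaks of these libraries, 19.4 and 18.6% of the autosomal peaks, were also near the 19.7 and 18.7% of the controls. This argues against sex or Y as the whole cause on the autosomes. On scaffolds, peaks fell to 161 and 135 from 341 and 435 in the controls, but 7.45 and 8.89% of them lay on scaffolds assigned to Y, against 1.76 and 5.52% in the controls (12 and 12 peaks against 6 and 24). This goes against a loss led by Y sequence. Peaks on Y itself numbered 8 and 7 against 21 and 20, and other scaffolds are not assigned to a chromosome, so for the intervals on Y and on scaffolds both stay open in part. Stock differences also stay open, and reads of Y repeats aligned to autosomal repeats were not tested.

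No peak was listed at the distal end of 3L in the libraries labelled Cdk1-i over a run of 4 consecutive control intervals (29642–42087). At the start of this run, in the interval 29433–30008 of Table S1, the libraries labelled fzr had no peak either. Further along it, at 34394–35162, 39998–40759 and 41562–42164, both libraries labelled fzr had one. The prediction set for a deletion of the chromosome end in the stock was that this run would be the longest. It was not: counting this run, 18 runs were at least as long, the longest of 23 intervals in proximal 3R. The prediction failed, but a deletion need not give the longest run, so the test cannot decide. A deletion and a local loss of signal cannot be told apart from peak lists.

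At 35 sites on the chromosome arms, strong narrow peaks (percentile of at least 90) were present in both libraries labelled Cdk1-i and in fzr replicate 1 and absent from the other 3. The pattern of libraries, the percentile and the pool of other narrow peaks were chosen after looking at the data, and the widths of the merged intervals had been seen before the tests of peak length here and in the next paragraph. An 8-base word common to the sites was not found, since the commonest one was in 6 sites and 38.2% of random sets of other narrow peaks had as many. Longer or degenerate words were not tested. The median peak length at the sites was 171 bp, which is above the shortest listed peak of both controls (169 and 166 bp) and below that of fzr replicate 2 (197 bp). Of the 105 peaks at the sites, 94.3% were shorter than the shortest listed peak of fzr replicate 2, 40% than that of control replicate 1 and 29.5% than that of control replicate 2. The minimum length may account for most of the absence from fzr replicate 2 and for part of it from the controls, and what accounts for the rest was not tested.

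The library labelled fzr replicate 2 lacked 163 strong sites that all other 5 libraries had. Of the peaks there, 33.4% were shorter than its shortest listed peak of 197 bp, against 1.19% at the sites of all 6 libraries. This is not most of the peaks, which argues against the minimum length as the whole cause.

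Table S1 holds 33 scores under 0.5 in size, up to 0.318, while the next is 0.814. If a decimal point were moved by 1 place, those intervals would have changed by as much as the intervals with scores of 10 times their size. Under exchanged labels, the median change was 56.0 points against 49.7, at percentile 76.9 of the random sets. The 33 lowest of the other scores had a median change of 28.5 points, at percentile 0.24 of the same sets, so the test could have come out lower. Across all 309 other intervals, however, the change hardly followed the size of the score (Spearman rho 0.0667 across intervals, which are not independent replicates). A moved decimal point stays a possible explanation.

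A peak within 1 kb of p53 was listed in all 6 libraries, with 1 or 2 peaks, and none lay at its 5′ end.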
